# Context-dependent function of the transcriptional regulator Rap1 in gene silencing and activation in *Saccharomyces cerevisiae*

**DOI:** 10.1073/pnas.2304343120

**Published:** 2023-09-28

**Authors:** Eliana R. Bondra, Jasper Rine

**Keywords:** epigenetics, chromatin, gene silencing

## Abstract

In *Saccharomyces cerevisiae,* heterochromatin is formed through interactions between site-specific DNA-binding factors, including the transcriptional activator Repressor Activator Protein (Rap1), and Sir proteins. Despite an understanding of the establishment and maintenance of Sir-silenced chromatin, the mechanism of gene silencing by Sir proteins has remained a mystery. Utilizing high-resolution chromatin immunoprecipitation, we found that Rap1, the native activator of the bidirectional *HML*α promoter, bound its recognition sequence in silenced chromatin, and its binding was enhanced by the presence of Sir proteins. In contrast to prior results, various components of transcription machinery were not able to access *HML*α in the silenced state. These findings disproved the long-standing model of indiscriminate steric occlusion by Sir proteins and led to investigation of the role of the transcriptional activator Rap1 in Sir-silenced chromatin. Using a highly sensitive assay that monitors loss-of-silencing events, we identified a role for promoter-bound Rap1 in the maintenance of silent chromatin through interactions with the Sir complex. We also found that promoter-bound Rap1 activated *HML*α when in an expressed state, and aided in the transition from transcription initiation to elongation. Highlighting the importance of epigenetic context in transcription factor function, these results point toward a model in which the duality of Rap1 function was mediated by local chromatin environment rather than binding-site availability.

## Significance

The coarse partitioning of the genome into regions of active euchromatin and repressed heterochromatin is an important, and conserved, level of gene expression regulation in eukaryotes. Repressor Activator Protein (Rap1) is a transcription factor that promotes the activation of genes when recruited to promoters, and aids in the establishment of heterochromatin through interactions with silencer elements. Here, we investigate the role of Rap1 when bound to a promoter in silent chromatin and dissect the context-specific epigenetic cues that regulate the dual properties of this transcription factor. Together, our data highlight the importance of protein–protein interactions and local chromatin state on transcription factor function.

Cellular identity can be defined by the array of expressed and repressed genes in a cell. Thus, two cells with identical genomes can exhibit vastly different phenotypes. Due to the wide variety of expression patterns needed for normal development and function, eukaryotic gene expression is controlled by many different processes ranging from gene-specific combinatorial effects of transcription factors to domain-wide compaction or accessibility of chromatin. Further, modifications to chromatin promote differential regulation via both the recruitment and restriction of transcriptional activators and repressors (1). The coarse partitioning of the genome into regions of actively expressed euchromatin and repressed heterochromatin is a characteristic of eukaryotic genomes and a major point of gene expression regulation (2). The stability of cell type is controlled, in large part, by the faithful propagation of cell-type-specific patterns of gene expression over cellular divisions. Breakdown of finely tuned expression programs can lead to aberrant gene expression, disease, or cell death.

In *Saccharomyces cerevisiae*, heterochromatin is controlled by the Silent Information Regulator (Sir) proteins, which assemble at the cryptic mating-type loci, *HML* and *HMR,* and the telomeres (3–5). Study of the recruitment and spread of these proteins has been fundamental in understanding the establishment and maintenance of heterochromatin (6). The canonical view of the establishment of silencing posits that Sir proteins are recruited to nucleation sites termed silencers (7–10). The *E* and *I* silencers, negative *cis-*regulatory sequences, flank both *HML* and *HMR* and are the sites from which Sir proteins spread across these loci in a sequence-independent manner. Recent evidence from our laboratory indicates that, in addition to these silencers, the promoter of *HML (HML-p)* acts as an early nucleation site of silencing (11). Common to all three of these early-recruitment loci (*HML-E, HML-I,* and *HML-p)* is the presence of a binding site for Repressor activator protein 1 (Rap1) (8, 10, 12, 13).

Rap1 is best characterized in its role as an essential transcription factor that activates hundreds of genes across the genome including the majority of ribosomal protein genes (14–18). Much of Rap1 research has focused on the activator function of the protein. In vitro studies of Rap1 classify it as a “pioneer factor”, a term used to described a class of proteins that are unique in their ability to bind to DNA in the presence of nucleosomes, establish domains of open chromatin, and facilitate binding and recruitment of other transcription factors (18–23). In addition to the Sir proteins, Rap1 functions in establishing and maintaining silent chromatin at *HML, HMR,* and telomeres by binding to silencers and recruiting Sir proteins in combination with two other silencer-binding proteins, the Origin Recognition Complex (ORC) and the transcription factor ARS-binding factor 1 (Abf1) (24–30). How Rap1 mediates two apparently opposing functions has remained a mystery.

Despite decades of research utilizing Sir-silenced chromatin as a model for heterochromatic gene repression, the fundamental question regarding the mechanism of Sir-based silencing has remained inadequately answered. In the most broad-scale model, Sir proteins form a macromolecular complex that blocks, wholesale, protein–DNA interactions in silent chromatin, including transcription factors accessing their cognate-binding sites. This model is supported by evidence of expression state–dependent cleavage and modification of enzyme recognition sites in silent or active chromatin (31, 32). A more nuanced version of this mechanism supports specific preinitiation complex interference by Sir proteins. Here, DNA-binding activators access their binding sites in Sir-silenced chromatin, but subsequent assembly of a functional preinitiation complex is somehow hindered (33, 34). Yet, other work suggests a downstream-inhibition model whereby silencing acts by prohibiting formation of mature transcripts rather than transcriptional initiation and is based on results indicating no difference in recruitment of TATA-Binding Protein (TBP) nor RNA Pol II to silent chromatin, but instead a marked absence of elongation factors and mRNA capping machinery (35, 36). Thus, the extent to which transcription machinery is occluded, and the specificity of such blockage, has remained inconclusive.

Sequence identity between the mating-type locus *MAT* and the auxiliary *HML* allows a unique opportunity to study the role of Rap1 in both silent and expressed contexts, and how local chromatin state affects function. The promoters of *MATα* and *HMLα* are identical in sequence and, thus, each contains a Rap1-binding site. Rap1 binding at *MAT* is responsible for activation of *α1* and *α2* (37, 38). The presence of this same promoter-binding site at *HML*, which is constitutively silenced, offers an opportunity to test predictions of the various models of silencing. While it is generally understood that Rap1 binding at the silencers *HML-E* and *HML-I* recruits Sir proteins to mediate silencing, the role for Rap1 at the promoter is posited to be an activator (8, 37, 38). To date, it is unclear to what extent Rap1 binds its recognition site in a heterochromatinized context, and whether it contributes to either silencing or activation of the *HML* locus.

Prior studies have been unable to query the endogenous activator at the *HML* due to the difficulty of distinguishing binding at this locus from binding at *MAT*. To better understand the dichotomy of Rap1 function, we utilized endogenous tagging of the protein in combination with high-resolution ChIP-seq and RNA measurements to characterize the contributions of Rap1 to silencing and expression at *HML*. We investigated the in vivo residence times of Rap1 to further characterize the interaction between Rap1 and chromatin.

## Results

### Rap1 Bound to the Promoter of *HML* in a Silenced State but Failed to Recruit Transcription Machinery.

Previous studies addressing the mechanism of silencing have yielded contradictory and sometimes paradoxical results, due in part to the low-resolution techniques used at the time (33–36, 39). In studies attempting to characterize the limiting steps of Pol II recruitment to a silenced locus, regions of sequence identity between *MAT, HML,* and *HMR* have interfered with the unambiguous assignment of recruitment of different factors to the loci (Fig. 1*A*). To ensure unambiguous interpretation of our results regarding recruitment to *HML*, we designed and performed experiments in strains lacking *MATα* (*mat∆)* and wherein the *α2* coding sequence at *HML* was replaced by the coding sequence for the *Cre* recombinase (*hmlα*2*∆::Cre*), thus avoiding confounding sequence identity. Similarly, to characterize enrichment at *MATα*, we performed experiments in strains lacking both *HML and HMR (hml∆ hmr∆).* In both cases, only one copy of the *α1/α2* genes was present.

**Fig. 1.**
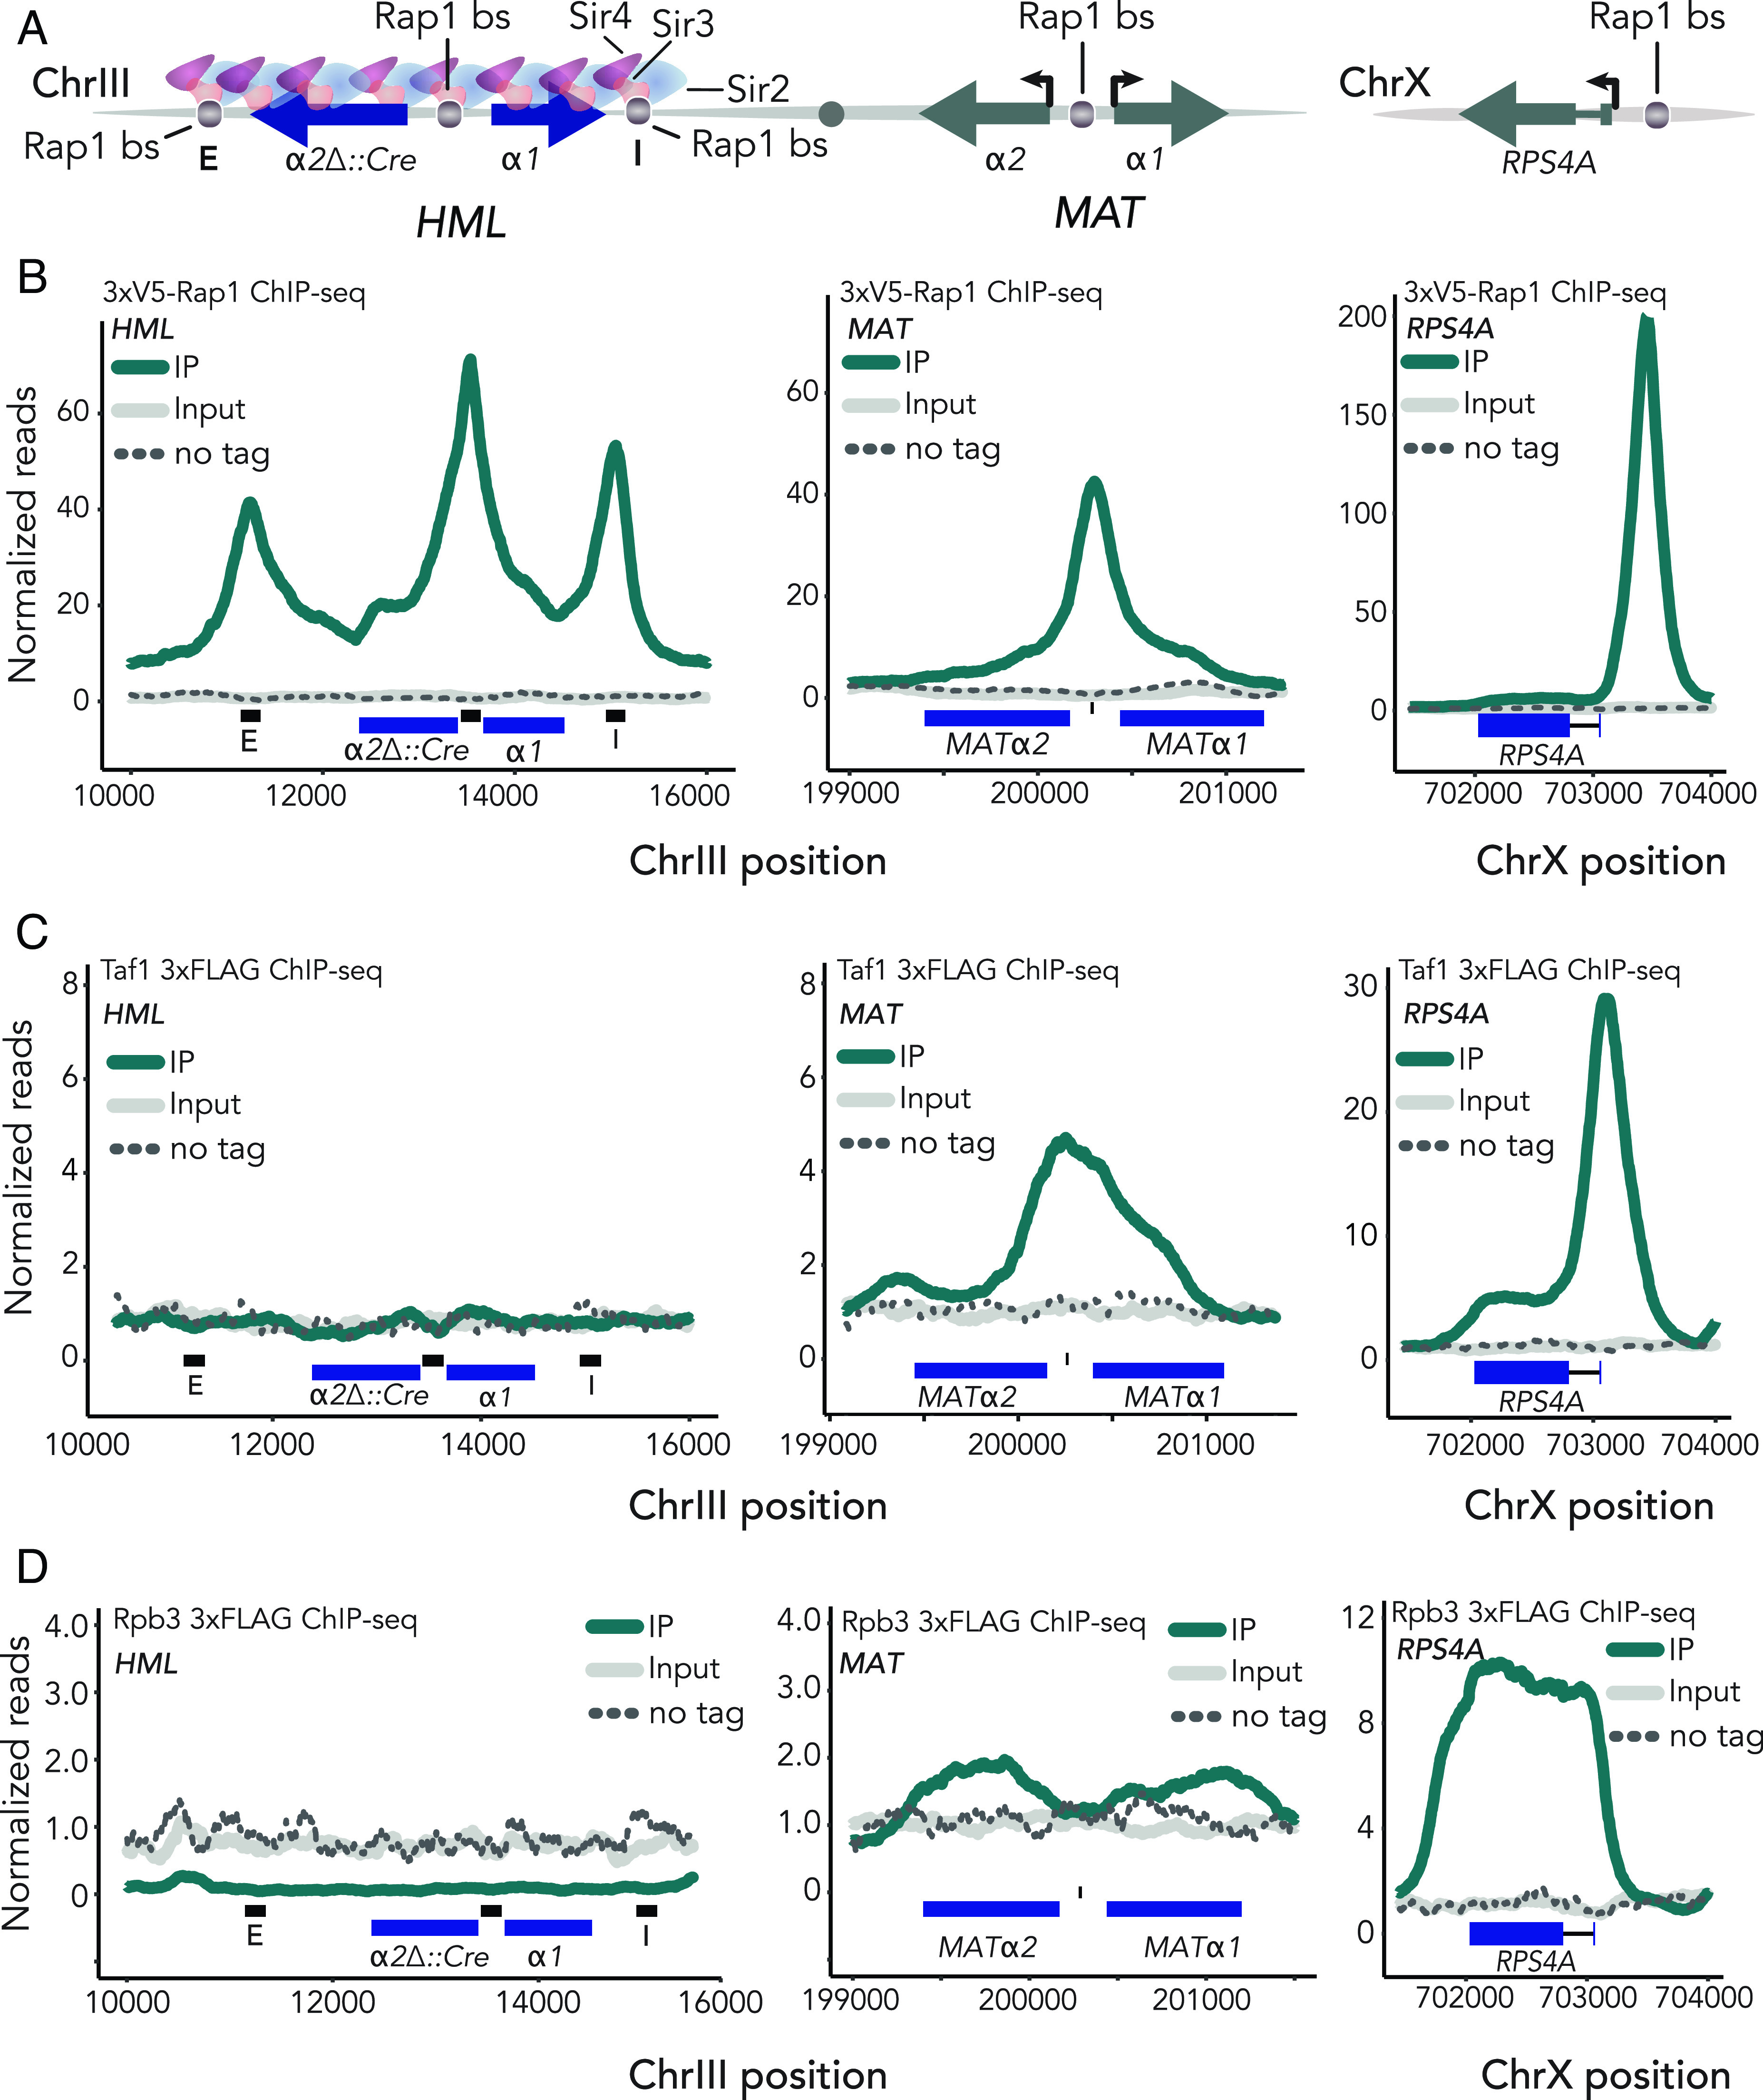
Rap1 bound the promoter of *HML* in a silenced state but failed to recruit the preinitiation complex. For all ChIP-seq experiments, read counts were normalized to the nonheterochromatic genome-wide median. IP, input, and untagged control values are plotted on the same scale. Data shown are the average of two ChIP-seq experiments unless otherwise noted. (*A*) Schematic of *HMLα* and MAT*α* on chromosome III. Rap1-binding sites at *HML-EHML-I,* and the promoter of both *HML* and *MAT* are noted. (*B*, *Left*) averaged normalized reads for ChIP-seq in two 3xV5-Rap1 samples at *HML* in *SIR* cells. Black bars represent 200 bp surrounding Rap1-binding sites at *HML-E, HML-p,* and *HML-I,* respectively. (*Middle*) same as left but showing *MAT.* (*Right*) same as (*Left*, *Middle*) but at *RPS4A.* (*C*). Same as *B* but for Taf1-3xFLAG-KanMX. (*D*) Same as *B* and *C* but for Rpb3-3xFLAG-KanMX.

We tagged endogenous Rap1 with 3xV5 at the N terminus in order to retain both its essential activating and repression functions, permitting accurate representation of Rap1 enrichment at *HML* and *MAT* (*SI Appendix*, Fig. S1 *A* and *B*). Utilizing Chromatin Immunoprecipitation followed by next-generation sequencing (ChIP-seq), we determined that Rap1 was in fact bound to the promoter of *HML* in silenced chromatin (Fig. 1*B*). Compared to the extent of enrichment at *MATp*, Rap1 was unexpectedly enriched at the silenced locus relative to the unsilenced (Fig. 1*B*).

Strong enrichment of Rap1 at the *HML* promoter under wild-type conditions was incompatible with the generalized steric-hindrance model and led us to reconsider the remaining hypotheses; either that silencing occurs at some point after the recruitment of trans-activators but before that of RNA Pol II, or silencing blocks elongation, analogous to paused RNA polymerase II in other eukaryotes (33–36, 39). To distinguish between these mechanisms, we endogenously tagged a set of proteins intimately involved in RNA Pol II-dependent transcription: TATA-binding protein-associated factor 1 (Taf1), RNA polymerase subunit B 3 (Rpb3), and elongation factor 1 (Elf1). As with our tagged Rap1, epitope tags did not affect fitness of cells with the tagged versions as the only forms of these proteins in the cell (*SI Appendix*, Fig. S1 *A* and *B*).

TFIID is one of the first factors recruited to transcription initiation sites (40–42). A subunit of TFIID, Taf1, has proposed interactions with Rap1 making it a compelling protein of interest for assessing recruitment of transcription machinery to silent chromatin (43, 44). In contrast to previous reports, TFIID showed no enrichment at *HML* in silenced chromatin (Fig. 1*C*). It was therefore unsurprising that neither a major subunit of RNA Pol II, Rpb3, nor the elongation factor Elf1, exhibited any binding to silenced chromatin (Fig. 1*D* and *SI Appendix*, Fig. S1*C*). As an internal positive control, we mapped enrichment of each protein at *MATα*, where the recruitment of each followed expected patterns; the initiation factor Taf1 was localized over the promoter, while the RNA Pol II subunit Rpb3 was enriched over the gene bodies (Fig. 1 *C* and *D*). Furthermore, all three proteins were substantially enriched at *RPS4A,* a ribosomal protein gene that is also a known Rap1 target, and were appropriately enriched over the promoters or gene bodies of open reading frames in genome-wide analyses (Fig. 1 and *SI Appendix*, Figs. S1*C* and S2). These data revealed that Sir-silenced chromatin was not entirely refractory to protein binding, but specifically to RNA pol II transcription machinery. In sum, we found robust recruitment of the endogenous activator to native Sir-silenced *HML* and narrowed the step at which silencing occurs to a point between recruitment of the activator, Rap1, and the formation of the preinitiation complex.

### Rap1 Contributed to the Maintenance of Silent Chromatin at the Native *HML* Promoter.

Given that Rap1 was enriched at the *HML* promoter in silenced chromatin, but TFIID was not, we investigated the possibility that promoter-bound Rap1 contributed to silencing the locus. We generated a strain with a two base-pair mutation in the Rap1-binding site at the promoter known to strongly decrease expression of *α1* αnd *α2* (37, 38). This mutation resulted in significant reduction of Rap1 at its consensus binding sequence within the *HML* promoter (Fig. 2*A* and *SI Appendix*, Fig. S3*D*). Introduction of this binding site mutation did not affect enrichment of Rap1 at other loci genome-wide (*SI Appendix*, Fig. S3*A*).

**Fig. 2.**
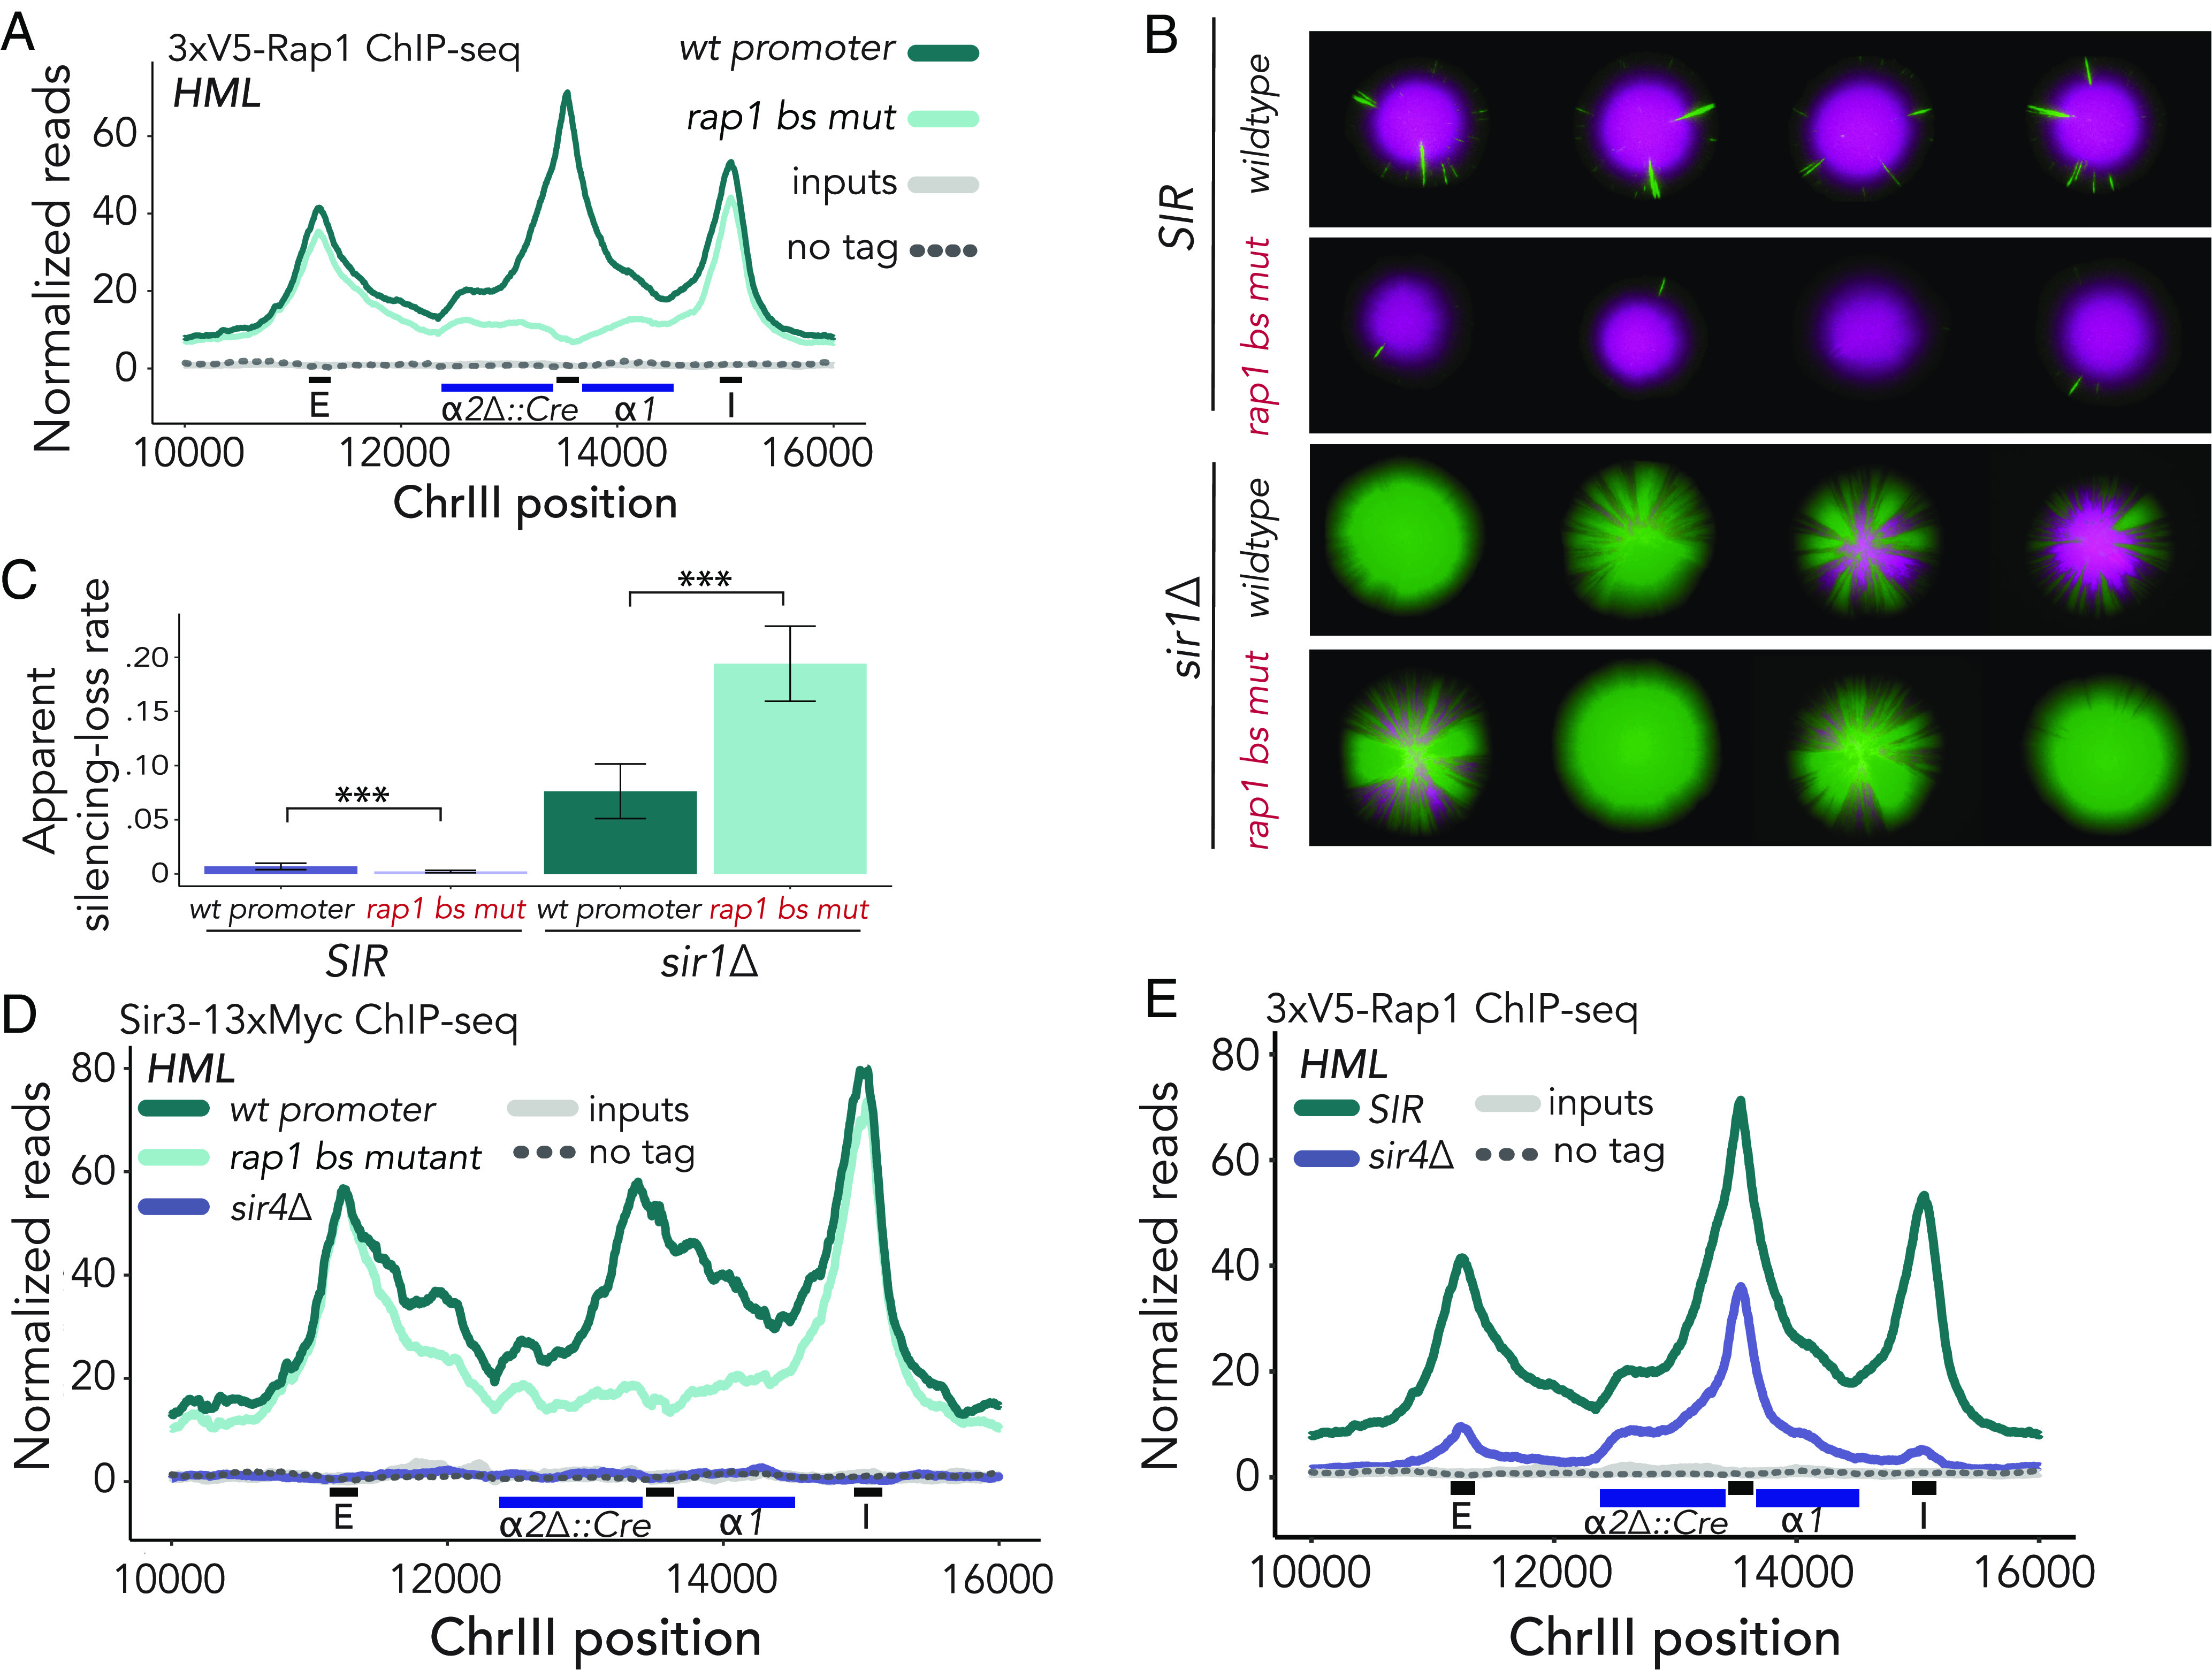
Rap1 contributes to the maintenance of silent chromatin at the native *HML* promoter. Unless otherwise stated, ChIP-seq data represented averaged reads of two biological replicates over the locus, normalized as in Fig. 1. Black bars along X-axis represent 200 bp surrounding Rap1-binding sites at *HML-E, HML-p,* and *HML-I,* respectively. IP, input, and untagged control values are plotted on the same scale. (*A*) Normalized reads mapped to *HML* in two 3xV5-Rap1 ChIP-seq experiments for wild-type and mutant Rap1-binding motif at the promoter. (*B*) Representative CRASH colonies for *SIR* and *sir1Δ* cells with wild-type and mutant Rap1-binding site at *HML-p*. (*C*) Apparent silencing-loss rate for genotypes described in *B* ± SD. The following number of events was recorded for each sample: *SIR* wt promoter (n = 271,933); *SIR* rap1 bs mutant (n = 773,105); *sir1Δ* wt promoter (n = 151,846); *sir1Δ* rap1 bs mutant (n = 90,211). *P*-values (*P* < 2.2e-16) for both comparisons were calculated using a two-sided *t*-test. (*D*) Normalized ChIP-seq reads for Sir3-13xMyc mapped to *HML* for wild-type, mutant Rap1-binding motif at the promoter, and in *sir4Δ* cells. (*E*) Normalized ChIP-seq reads for 3xV5-Rap1 mapped to *HML* in *sir4Δ* and *SIR* cells.

To evaluate the impact of the Rap1-binding site mutation (rap1 bs mutant) on silencing at *HML*, we introduced the two base-pair mutation into a previously developed strain that monitors loss-of-silencing events (45). This assay, Cre-Reported Altered States of Heterochromatin (CRASH), allows for highly sensitive measurements of loss of silencing events by expression of *HMLα2∆::Cre* and a subsequent recombination event that results in a unidirectional switch from red fluorescence to green fluorescence (Fig. 2 *B*, *Top* and *SI Appendix*, Fig. S3*B*) (45). Silencing is a robust process that fails approximately once in every 1,000 cell divisions (45, 46). To increase the level of expression to a measurable amount and broaden the dynamic range, we deleted the *SIR1* gene (*sir1∆*) in a strain with the rap1 bs mutation and the CRASH background. *sir1∆* cells exist in a bimodal expression state at *HML* (47). Recent evidence has shown that even silenced *sir1∆* cells exhibit reduced binding of all other Sir proteins across the locus (48), thereby representing a weakened heterochromatic domain. Interestingly, mutation of the Rap1-binding site at the *HML-*promoter in *sir1∆* cells did not show reduced sectoring (Fig. 2 *B*, *Bottom*). We utilized flow cytometry to quantify changes to the silenced domain observed with the CRASH assay (49). Surprisingly, in *sir1∆* cells the apparent silencing-loss rate was higher in rap1 bs mutant cells than in those with the wild-type promoter (Fig. 2*C*). Additionally, mRNA abundance measurements by reverse-transcription (RT-qPCR) of *HMLα2∆::Cre* confirmed increased *Cre* expression in *sir1∆* bs mutant cells as compared to *sir1∆* alone (*SI Appendix*, Fig. S3*C*), indicating that promoter-bound Rap1 actively contributed to silencing at *HML*. Together, these contrasting results showed that Rap1 could perform opposing functions dependent on nuances in the local chromatin environment.

We hypothesized that promoter-bound Rap1’s intrinsic enhancement of silencing may act through stabilizing the silent domain. Therefore, we performed ChIP-seq of a Myc-tagged allele of Sir3 as a proxy for enrichment of the Sir complex across the locus. Congruous with our finding that apparent silencing-loss rate was higher in the weakened heterochromatic state of *sir1∆* cells harboring the rap1 bs mutation, Sir3 occupancy was reduced in rap1 bs mutant cells, though not to the same degree as in *sir4∆* cells (Fig. 2*D*). This reduction was particularly striking over the promoter, showing an approximate threefold reduction in Sir3 occupancy at this locus. In contrast, Sir3 enrichment at *HML-E* and *HML-I* was unaffected. Although Sir3 enrichment was reduced by deletion of the Rap1-binding site, measurements in Sir-competent cells by both CRASH (Fig. 2*B*) and RT-qPCR (Fig. 3*A*) revealed that these cells were able to maintain silencing. This result further supported a model in which interactions between Sir proteins and Rap1 cooperate to form and maintain silenced chromatin.

**Fig. 3.**
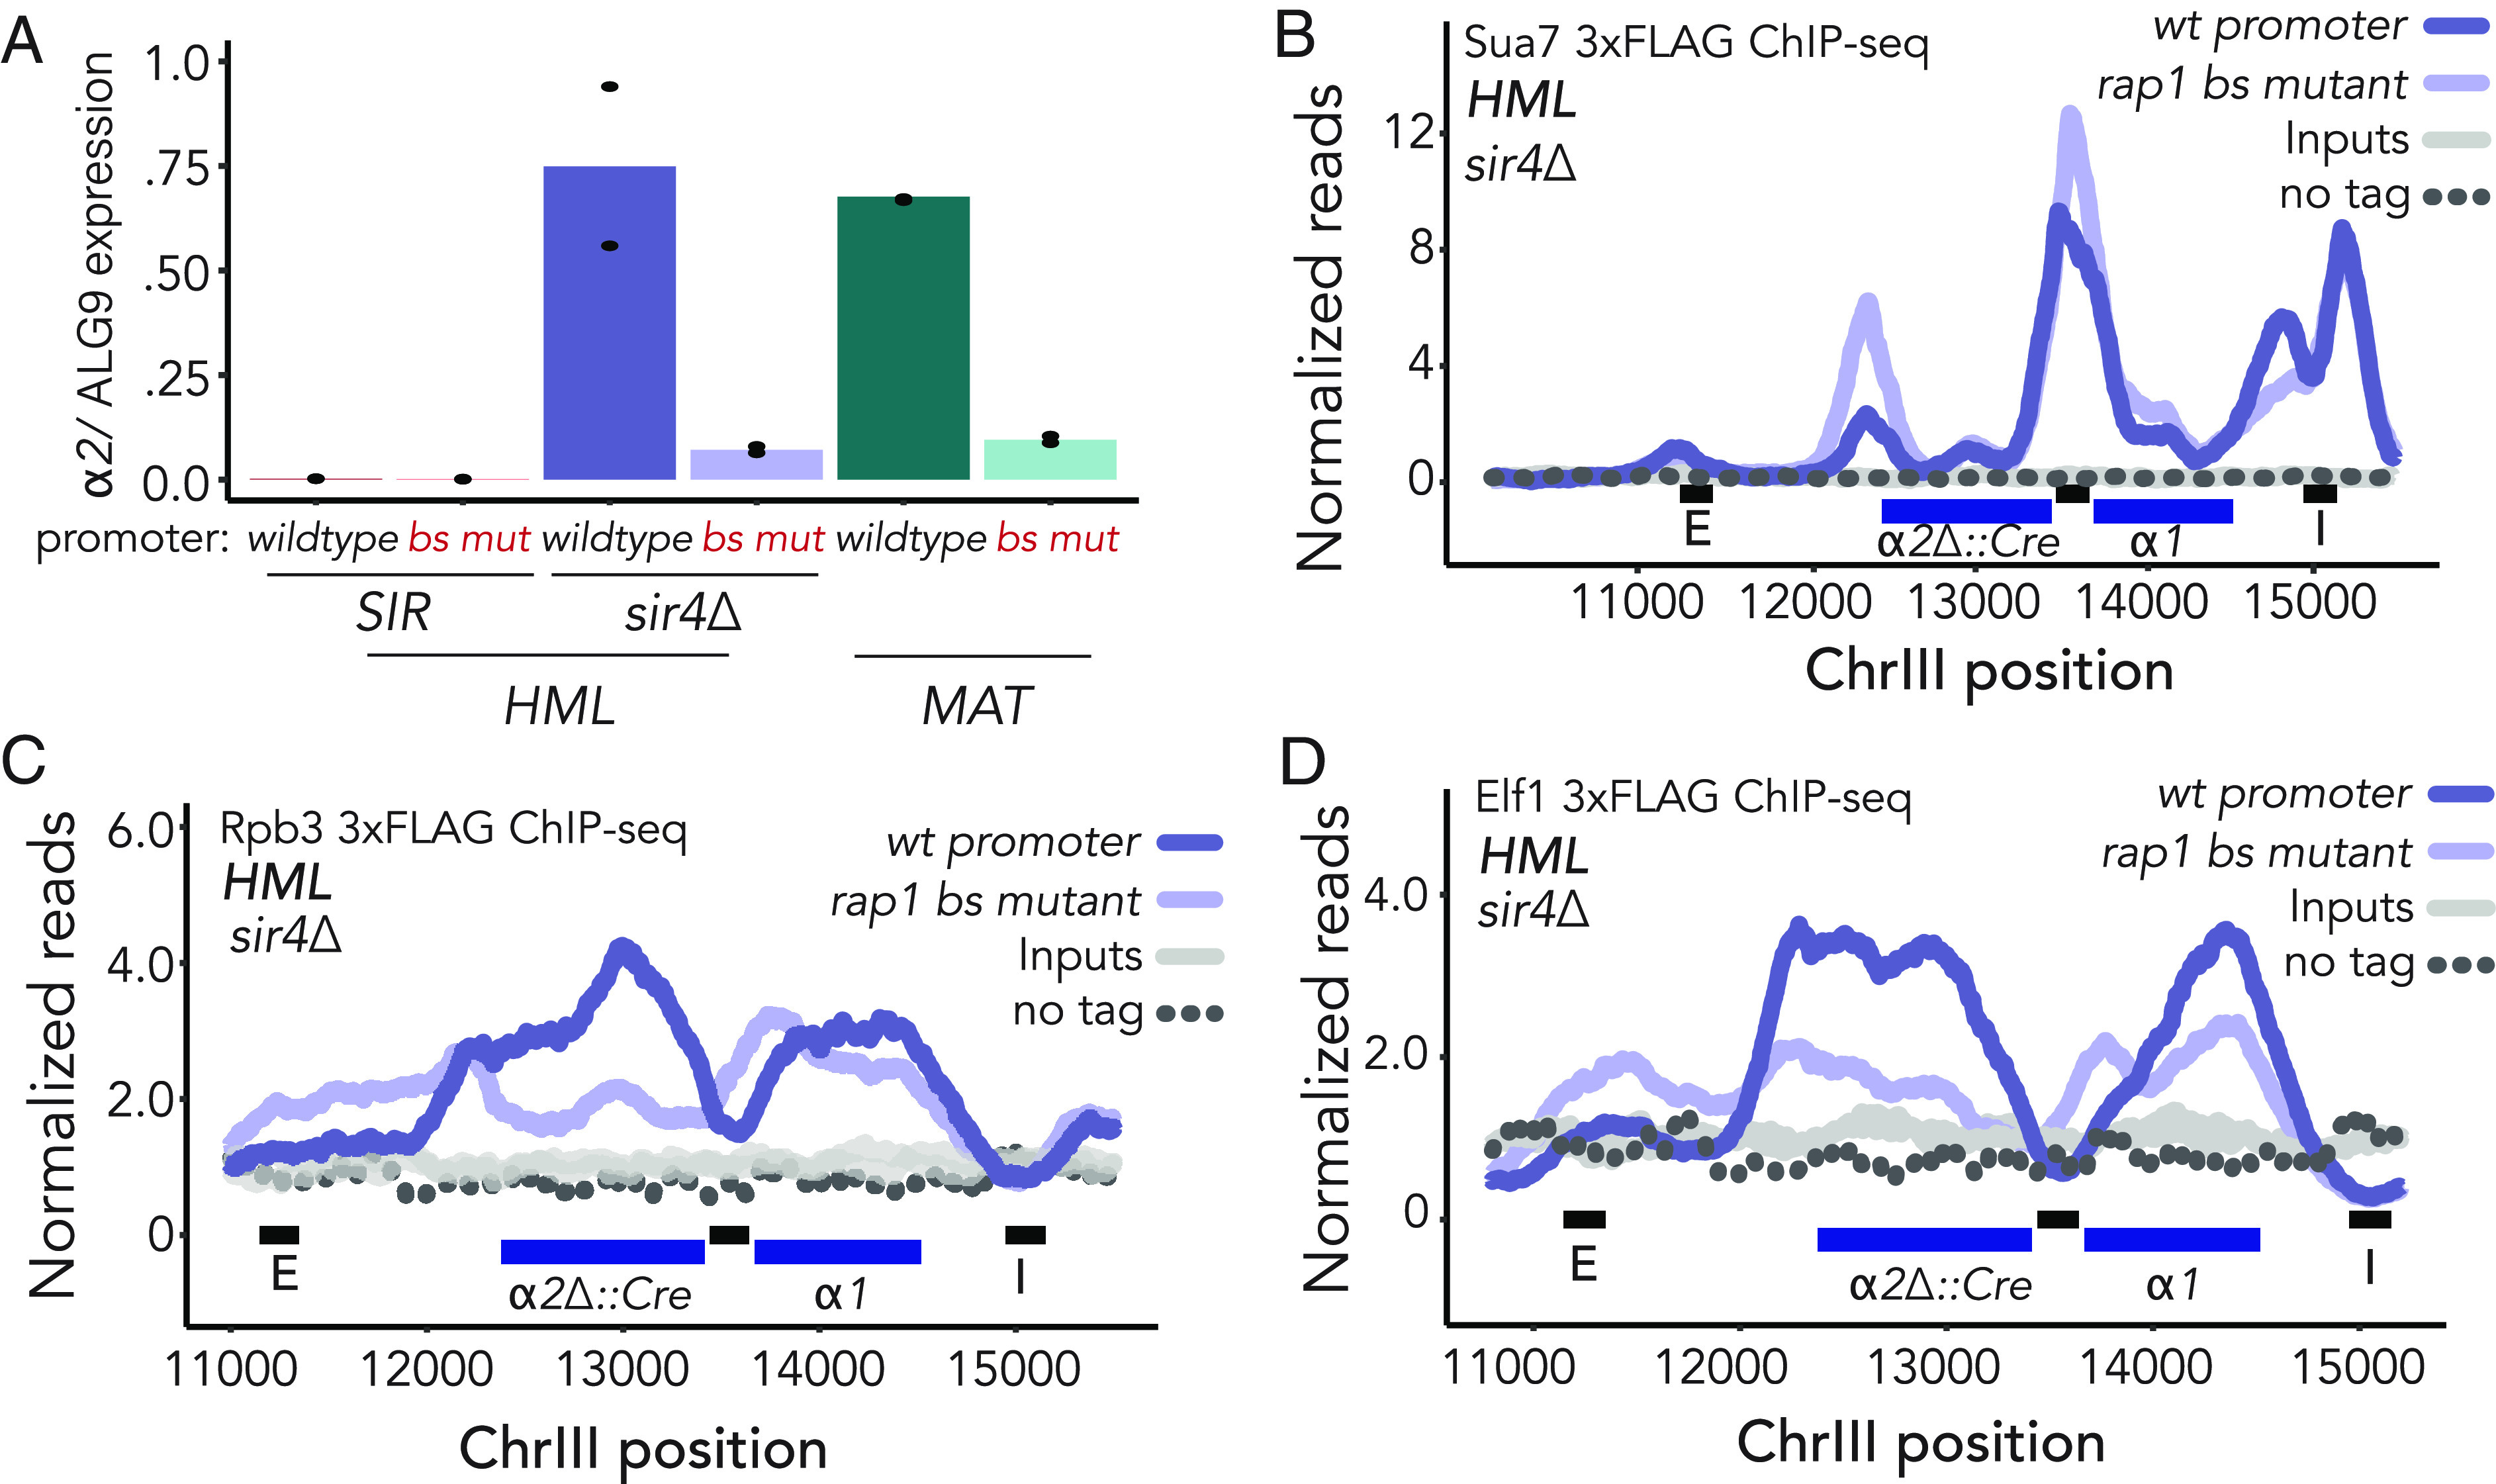
Promoter-bound Rap1 was able to activate transcription of unsilenced *α2* and aided the transition from initiation to elongation at unsilenced *HML*. For all ChIP-seq experiments, read counts were normalized to the nonheterochromatic genome-wide median. IP, input, and untagged control values are plotted on the same scale. Data shown are the average of two ChIP-seq experiments, unless otherwise noted. (*A*) RT-qPCR quantification of *α2* expression at *HML* and *MAT* normalized to control locus *ALG9.* Each plot consists of an average of two biological replicates, each represented with individual dots. (*B*) Normalized reads for ChIP-seq of Sua7-3xFLAG at *HML* in *sir4∆* cells. (*C*) Same as *B* but for Rpb3-3xFLAG-KanMX. (*D*) Same as *B* and *C* but for Elf1-3xFLAG-KanMX.

Cooperativity between Sir proteins and Rap1 would predict that enrichment of Rap1 at the promoter may decrease accordingly in the absence of Sir proteins. We therefore performed Rap1 ChIP-seq in *sir4∆* cells, in which the Sir complex is absent from the *HM* loci (Fig. 2*E*). Rap1 enrichment at *HML-p* in silenced cells was found to be significantly greater than that in unsilenced cells (Fig. 2*E* and *SI Appendix*, Fig. S3 *D* and *H*; Student’s *t* test *P* = 0.024). We also found a substantial decrease in Rap1 occupancy at the silencers *HML-E, HML-I,* and *HMR-E,* which each have a Rap1-binding site important for silencing, despite sequence-specific recruitment of Rap1 to these loci preceding Sir protein recruitment in canonical models for the establishment of silencing (Fig. 2*E* and *SI Appendix*, Fig. S3 *E* and *G*). To test whether diminished occupancy of Rap1 at *HML* in *sir4∆* cells was due to a disruption of the interaction between Sir4 and the C-terminal domain of Rap1, we performed ChIP-seq in *sir3∆* cells and found the results to be nearly identical (*SI Appendix*, Fig. S3 *E* and *F*). In support of this cooperativity, Rap1 enrichment at *MATα* was similar to that at unsilenced *HML* and less than the enrichment at *HML* in silenced chromatin (Figs. 1*B* and 2*E* and *SI Appendix*, Fig. S3*H*). As expected, Rap1 binding at *MATα* did not vary based on the availability of the Sir complex (*SI Appendix*, Fig. S3*G*). Collectively, these data implied that cooperative interactions existed between Sir proteins and Rap1 (Figs. 1*B* and 2*E*). Taken together, these findings established a specific contribution of promoter-bound Rap1 to silencing, where it was previously thought to have potential only for activation.

### Promoter-Bound Rap1 Activated Transcription of Unsilenced *α2* and Aided the Transition from Initiation to Elongation at Unsilenced *HML*.

Rap1 is required for transcription of *α2* and *α1* at *MAT* (38). Therefore, by abrogating Rap1 enrichment at the cognate *HML* promoter site, we presumably disrupted expression of the locus to some degree. To assess the extent to which Rap1 at the *HML* promoter had the potential to also serve as a transcriptional activator, we performed RT-qPCR of *α2* to measure mRNA expression from the *HMLα* locus in Sir+ and Sir- cells. Expression of *HMLα* was nearly undetectable in *SIR+* cells. However, in *sir4*∆ cells, which have no Sir protein recruitment to the locus, expression of *α2* from *HML* was comparable to its expression from *MAT* (Fig. 3*A*). In contrast, we saw an approximate fivefold reduction in *HMLα2* expression in rap1 bs mutant cells as compared to wild-type *HML-p,* which was comparable to the reduction caused by the same binding site mutation at *MAT* (Fig. 3*A*). This result was consistent with our finding that rap1 bs mutant cells have lower rates of sectoring than their wild-type promoter counterparts in the CRASH assay (Fig. 2*B*, second panel). These data confirmed previous work on the role of Rap1 at *MAT* (37, 38), and extended those conclusions by establishing that Rap1 contributed significantly and equivalently to expression of *α1* and *α2* at both the unsilenced *HML* and native *MAT* loci (Fig. 3*A*).

To understand which step of transcription Rap1 contributed to the most, we performed ChIP-seq of tagged transcription-associated proteins in *sir4∆* cells with and without the rap1 bs mutation at the promoter. As predicted by the decrease in gene expression (Fig. 3*A*), enrichment of major Pol II subunit Rpb3 and elongation factor Elf1 over the gene bodies of *HMLα2* and *α1* was decreased (Fig. 3 *C* and *D*). We noted, however, that rather than exhibiting the same decreased occupancy as the coding sequence, Elf1 and Rpb3 were enriched at the promoter in rap1 bs mutant cells relative to their wild-type counterparts (Fig. 3 *C* and *D*). This pattern is indicative of a failure in promoter escape, or the transition to productive elongation (50). Furthermore, we found enrichment of TFIIB subunit Suppressor of AUG 7 (Sua7) over the promoter in rap1 bs mutant cells relative to wild-type cells (Fig. 3*B*). TFIIB typically dissociates from the promoter at the initiation stage and does not travel with RNA Pol II as it transcribes (51). However, when we recapitulated the mutation in a Rap1-binding site upstream of *SST2,* another Rap1-activated gene, recruitment of Sua7 and Elf1 were markedly diminished across the entire locus (*SI Appendix*, Fig. S4 *B*–*D*). Together these findings suggested a role for Rap1 in promoter escape at actively transcribed *HML,* though this finding may be unique to the promoter architecture of the locus.

### In Vivo Rap1 Residence Time Did Not Correlate with Differences in Function at *HML* and *MAT*.

Considering recent focus on protein dynamics as a critical lens through which to study transcription, we hypothesized that the dynamics of Rap1–DNA interactions may vary between heterochromatin and euchromatin, due to the distinct compositions of the two structures. To test this hypothesis, we utilized the rapid nuclear depletion strategy afforded by the anchor-away technique to remove unbound Rap1 from the nucleus (*SI Appendix*, Fig. S5*A*) (52). 

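Anchor-away empties the nucleus of a tagged protein. Rapamycin joins the FRB tag on Rap1 to an FKBP12-tagged ribosomal protein, which leaves the nucleus as ribosomes mature. Rap1 was followed by ChIP-seq through its V5 tag in 16 libraries, from 2 strain isolates (replicates 1 and 2) sampled at 0, 5, 10, 15, 20, 30, 45 and 60 min of 7.5 µM rapamycin. The 0 min cells received DMSO, and the sample labels give 60 min for that treatment. Each isolate also had an input library at 0 min, which is chromatin without immunoprecipitation. V5-tagged S. paradoxus cells that had not been exposed to rapamycin were added to every sample as a spike-in. The authors aligned the reads with Bowtie2 to a joined genome of S. paradoxus and a SacCer3 with a unique HML and without HMR. They then counted reads in a window of 150 bp on either side of each of 1118 MACS summits and gave them per 1000000 S. paradoxus reads of the library. This value is called the Rap1 signal here. The 16 ChIP libraries held 4397759 to 9219038 S. paradoxus reads (median 7029824) and 1201827 to 3401521 reads inside the windows (median 2213620.5). The fewest reads of both kinds were in replicate 1 at 30 min. The median window held 99 to 718 reads in a ChIP library. The 0 min inputs held 388272 and 800923 S. paradoxus reads, so the ratios to input rest on fewer reads.
From the signal, each time was compared with 0 min in limma on log2(signal + 1), with Benjamini-Hochberg adjustment over the sites. The pseudocount of 1 makes the change at weak sites look smaller. For each site and replicate, the signal relative to 0 min was fitted in R with nls and SSasymp, the paper's formula, which has a start, a plateau and a rate. The apparent residence time is the inverse of the geometric mean of both rates. The size of each fall depends on the scaling, and the spike-in was used throughout unless another scaling is named.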

Whereas the experiments performed earlier in this manuscript utilized strains containing either *HML* or *MAT,* we wished to directly assay apparent dwell-time at *HMLα* and *MATα* in the same cell. Thus, we generated a series of synonymous single nucleotide polymorphisms in *HML* every approximately 30 bases, spanning from E to I silencers, to allow unambiguous assignment of even short high-throughput sequencing reads to either *MAT* or *HML* (Fig. 4*A* and Dataset S2) (53). Due to the nature of the anchor-away experiment, wherein Rap1 was depleted over time, it was important to include a spike-in control for downstream analysis of the ChIP-seq data. We used cells from the closely related species *Saccharomyces paradoxus* which allowed unique mapping of sequences from each species (54, 55). Normalizing to number of reads in each sample assigned to *S. paradoxus,* we fit ChIP-seq enrichment data to a nonlinear regression model as described by the DIVORSEQ method (56) and calculated the apparent k_off_ for each peak, and thus a proxy for the in vivo residence time (*SI Appendix*, Fig. S5*A*). We characterized the fits and apparent residence times for 377 Rap1-bound loci across the genome, in replicate, at which Rap1 binding decayed over time (*SI Appendix*, Fig. S5 *B*–*G*). 

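Rap1 signal fell at nearly all of its sites within 20 min in rapamycin. Of the 1118 sites, 817 were lower than at 0 min after 10 min, 1054 after 15 min and 1073 after 60 min, at an adjusted p under 0.05 from limma. In the same test no site was higher at 60 min, and the count stayed at 0 at an unadjusted p under 0.05. The median site had a log2 change of -1.02 at 10 min and of -2.40 at 60 min, when 18.1% of its 0 min signal was left. These falls are relative to the S. paradoxus reads. Scaled instead to each library's total over all sites, the median log2 change at 60 min moved up by 1.33 to -1.06. Under it 862 sites were lower and 130 higher. That scaling makes the total over the sites equal in every library. A site that fell less than the total then has to come out higher, so higher sites under it do not show a rise. The paper included the spike-in because Rap1 was depleted over time.
The sites over tRNA genes emptied early: 238 of 239 were lower at 10 min and all 239 at 60 min, with a median of 14.0% left. Of the 223 sites upstream of an ORF, 219 were lower at 60 min (167 lower and 33 higher when scaled to the total), with a median of 17.8% left (17.3% in replicate 1 and 18.1% in replicate 2). All 21 sites in the rDNA region of chromosome XII were lower at 60 min under both scalings, with 24.1% left. Their signal carries no correction for the copy number of the rDNA, so it is not a signal per copy. Subtelomeric sites more than 300 bp from the chromosome end kept 39.6%, and 58 of 68 were lower (17 lower and 21 higher when scaled to the total). The 25 sites within 300 bp of a chromosome end kept 80.1% (83.5% in replicate 1 and 76.7% in replicate 2), and 3 of them were lower (6 with the replicate as a block), while all 25 were higher when scaled to the total. Whether reads in these windows also align to other chromosome ends was not checked, so the 25 may not be separate measurements.

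**Figure D1:**
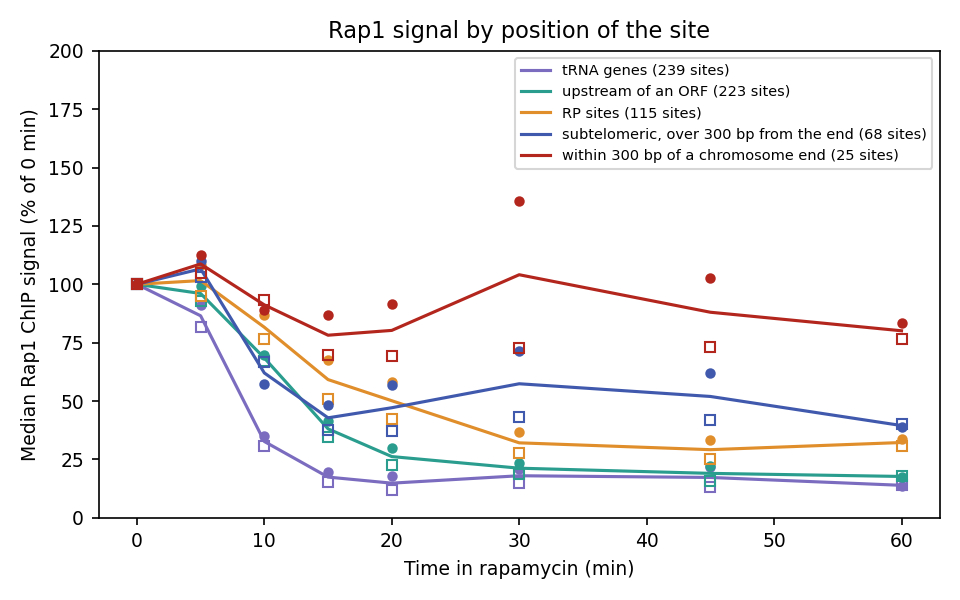
Median Rap1 signal of 5 groups of sites as a percentage of the 0 min signal (vertical axis) against minutes in rapamycin (horizontal axis), scaled by S. paradoxus reads. Filled circles are replicate 1, open squares replicate 2 and lines their mean, and a site near a ribosomal protein (RP) gene may also belong to another group. At 10 min the mean was 32.7% at tRNA genes, 68.4% upstream of an ORF, 81.6% at RP sites and 91.2% next to chromosome ends.

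By the genes whose start lies within 500 bp, 109 of 115 RP sites were lower at 60 min (109 when adjusted over the list alone), with a median of 32.2% left, whereas 56 were lower and 37 higher when scaled to the total. At RPL2B, a protein of the large ribosomal subunit whose site had the highest signal of the list (4199 ± 858, SD, n = 2, at 0 min), the log2 change was -2.44 (standard error 0.27, limma adjusted p = 8.59e-19). All 18 sites of ribosome biogenesis and RNA polymerase I or III genes were lower (18 when adjusted over the list alone), with 15.6% left and with 16 lower and 1 higher when scaled to the total. Among them the log2 change was -3.79 at UTP4 and YCG1 and -1.45 at BUD22. All 9 sites of translation factors were lower (9 over the list alone; 6 lower and 2 higher when scaled to the total), with log2 changes of -1.68 at TEF1 and -1.19 at TEF2, which encode the same elongation factor. All 9 sites of amino acid and nucleotide synthesis genes were lower (9 over the list alone; 6 lower and 1 higher when scaled to the total), with a median of 17.9% left. The fall at HIS4, a histidine synthesis gene on chromosome III from 68398 to 68698, was -4.34. All 7 sites of chaperone and heat shock genes (7 over the list alone; 4 lower and 1 higher when scaled to the total) and all 5 of glycolysis and fermentation genes (5 over the list alone; 3 lower and none higher when scaled to the total) were lower, and 12.0% and 22.5% were left. The log2 change was -3.74 at HSF1, the heat shock activator, and -1.04 at TDH3, a glycolytic enzyme. All 9 sites of telomere-proximal gene families were lower (9 over the list alone; 6 lower and 2 higher when scaled to the total), with 25.4% left. The strongest of these, between FRE8 and RPS0B, is an RP site too.
The largest fall was at UBP2, a ubiquitin protease, on chromosome XV from 558692 to 558992, where 519 ± 66.9 (SD, n = 2) fell by 4.79 on the log2 scale (standard error 0.27, limma adjusted p = 4.07e-65). LCL2 at -4.62 and SHE9 at -4.55 followed. Of the 45 sites that did not pass the test at 60 min, 32 lay within 15 kb of a chromosome end, 43 were below their 0 min signal in both replicates and 14 were lower with the replicate as a block. The other 13 include the sites upstream of IXR1, with 128% left (log2 change 0.35, limma adjusted p = 0.207), GPD1, an enzyme of glycerol synthesis, with 94.0% left (-0.09, adjusted p = 0.73), and the shared promoter of RPS15 and RPP2A, with 83.7% left (-0.26, adjusted p = 0.338). The standard error was 0.27 at every site, so the spread was pooled over all sites. The size of the smallest adjusted p-values comes from this pooling and does not measure replication, which was 2 libraries at each time. A shift shared by all sites made up 94.0% of the squared difference between replicates at 0 min and 88.2% at 60 min, on the log2 scale. The estimate of the spread includes that shift, but the adjusted p-values treat sites as independent and do not carry the dependence it makes between sites.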

The residence time of Rap1 at the promoter in silent (*HML*) and active (*MAT*) chromatin was similar, although initial Rap1 enrichment was decreased at *MAT* as seen previously (Fig. 4*B*). 

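The promoter of HML, from 12995 to 13295 on chromosome III, lies between the α1 and α2 genes of the silenced locus, and the promoter of MAT, from 200151 to 200451, between the same genes of the active one. Before depletion HML-p carried a signal of 886 ± 125 (SD, n = 2) and MAT-p 525 ± 95.5 (SD, n = 2). Within a library the scaling cancels, and HML-p was 1.74 and 1.65 times MAT-p in replicates 1 and 2, a mean of 1.69 ± 0.0702 (SD). The inputs held less HML-p than MAT-p (0.787 as the mean ratio), and divided by them the ratio was 2.16. After 60 min in rapamycin HML-p had fallen to 91.0 ± 24.1, a log2 change of -3.29 (standard error 0.27, limma adjusted p = 2.74e-32), and MAT-p to 110.3 ± 27.0, a change of -2.25 (standard error 0.27, adjusted p = 2.99e-16). With the spread pooled over all sites, p-values this small do not measure replication, which was 2 libraries at each time.
Neither promoter had lost signal at 5 min, when HML-p stood at 110.0% of 0 min (log2 change 0.14, limma adjusted p = 1) and MAT-p at 98.7%. At 10 min HML-p was lower (-0.73, adjusted p = 0.0111) and MAT-p missed the threshold (-0.55, adjusted p = 0.0597), which it passed with the replicate as a block (adjusted p = 0.00978). The apparent residence time was 15.6 min at HML-p (15.3 and 15.8 min in replicates 1 and 2, standard error of the fits 4.43) and 17.0 min at MAT-p (17.8 and 16.2 min, standard error 3.37). The fitted plateaus were 7.29% and 3.64% of the 0 min signal at HML-p and 15.5% and 15.0% at MAT-p. Both times depend on the start: without the 0 min sample they were 7.09 and 10.0 min. Scaled to the total over all sites, HML-p gave 37.1 min and MAT-p no fit.

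**Figure D2:**
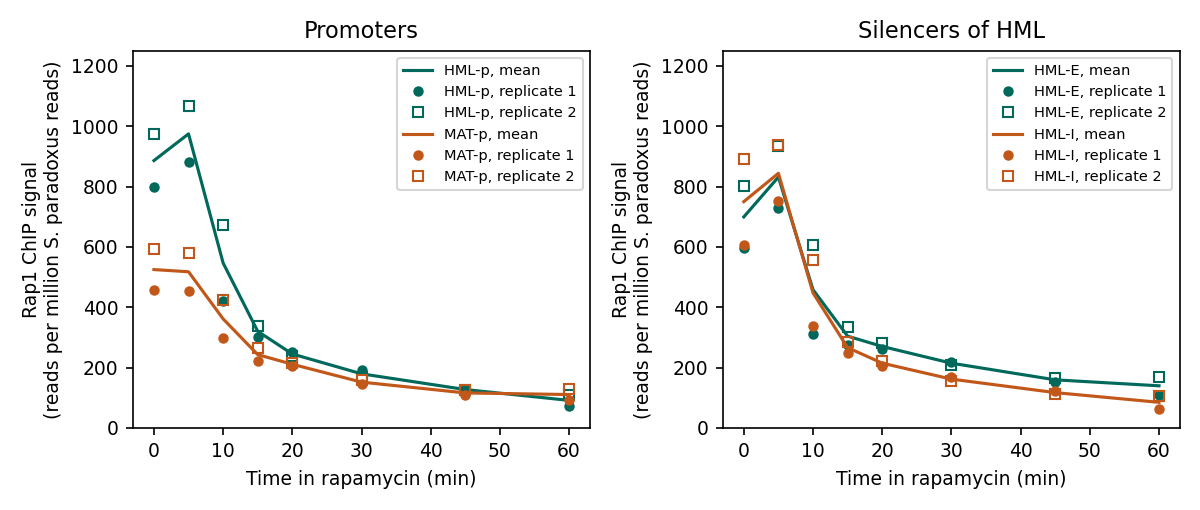
Rap1 signal in reads per 1000000 S. paradoxus reads (vertical axis) against minutes in rapamycin (horizontal axis) at both promoters (left) and at both silencers of HML (right). Filled circles are replicate 1, open squares replicate 2 and lines their mean. HML-p starts at 798 and 974 and MAT-p at 457 and 592, and the promoters come to 73.9 to 129 at 60 min.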

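The silencers HML-E and HML-I, which flank the locus and recruit the Sir proteins, lay at 11089 to 11389 and 14505 to 14805 on chromosome III. HML-E had a Rap1 signal of 699 ± 145 (SD, n = 2) at 0 min and 139 ± 43.3 at 60 min, a log2 change of -2.34 (standard error 0.27, limma adjusted p = 1.97e-17). HML-I went from 749.8 ± 202 to 84.6 ± 30.7, a change of -3.15 (standard error 0.27, adjusted p = 6.24e-30). At 60 min 19.7% of the 0 min signal was left at HML-E and 11.1% at HML-I. The apparent residence times were 16.5 min at HML-E (16.2 and 16.8 min in replicates 1 and 2, standard error of the fits 6.11) and 15.5 min at HML-I (16.5 and 14.5 min, standard error 4.94). The difference between the silencers was smaller than the spread between replicates at HML-I (SD 1.38). Without the 0 min sample the times were 5.83 and 6.41 min, and scaled to the total over all sites 122 and 36.1 min.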

The dwell-time of Rap1 bound to silencers was also similar (Fig. 4 *C* and *D*). These results indicated that the dual functions of Rap1 could not be attributed to differences in dynamics, but rather resulted from local chromatin contexts and possibly other protein–protein interactions.

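The Rap1 residence time at MAT-p was 1.09 times that at HML-p, with a 95% interval of 0.528 to 2.25 from the standard errors of the fits (20 degrees of freedom). At HML-E it was 1.06 times that at HML-p (0.399 to 2.81), and at HML-I 0.994 times (0.407 to 2.43). HML-I against HML-E gave 0.939 (0.338 to 2.61). The natural log of the rate at MAT-p minus that at HML-p was -0.0857 (standard error 0.347), and it was -0.148 in replicate 1 and -0.0232 in replicate 2. With the plateau fixed at 0 it was -0.347, and without the 0 min sample -0.346. The intervals include equal residence times. They treat the fits as separate, although the sites were measured in the same libraries. From the similar residence times at the silenced promoter, the active promoter and the silencers, beside the higher initial enrichment at HML, the paper reasons that differences in dynamics could not account for the dual functions of Rap1, and proposes that these come from local chromatin contexts and possibly from other protein interactions.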

**Fig. 4.**
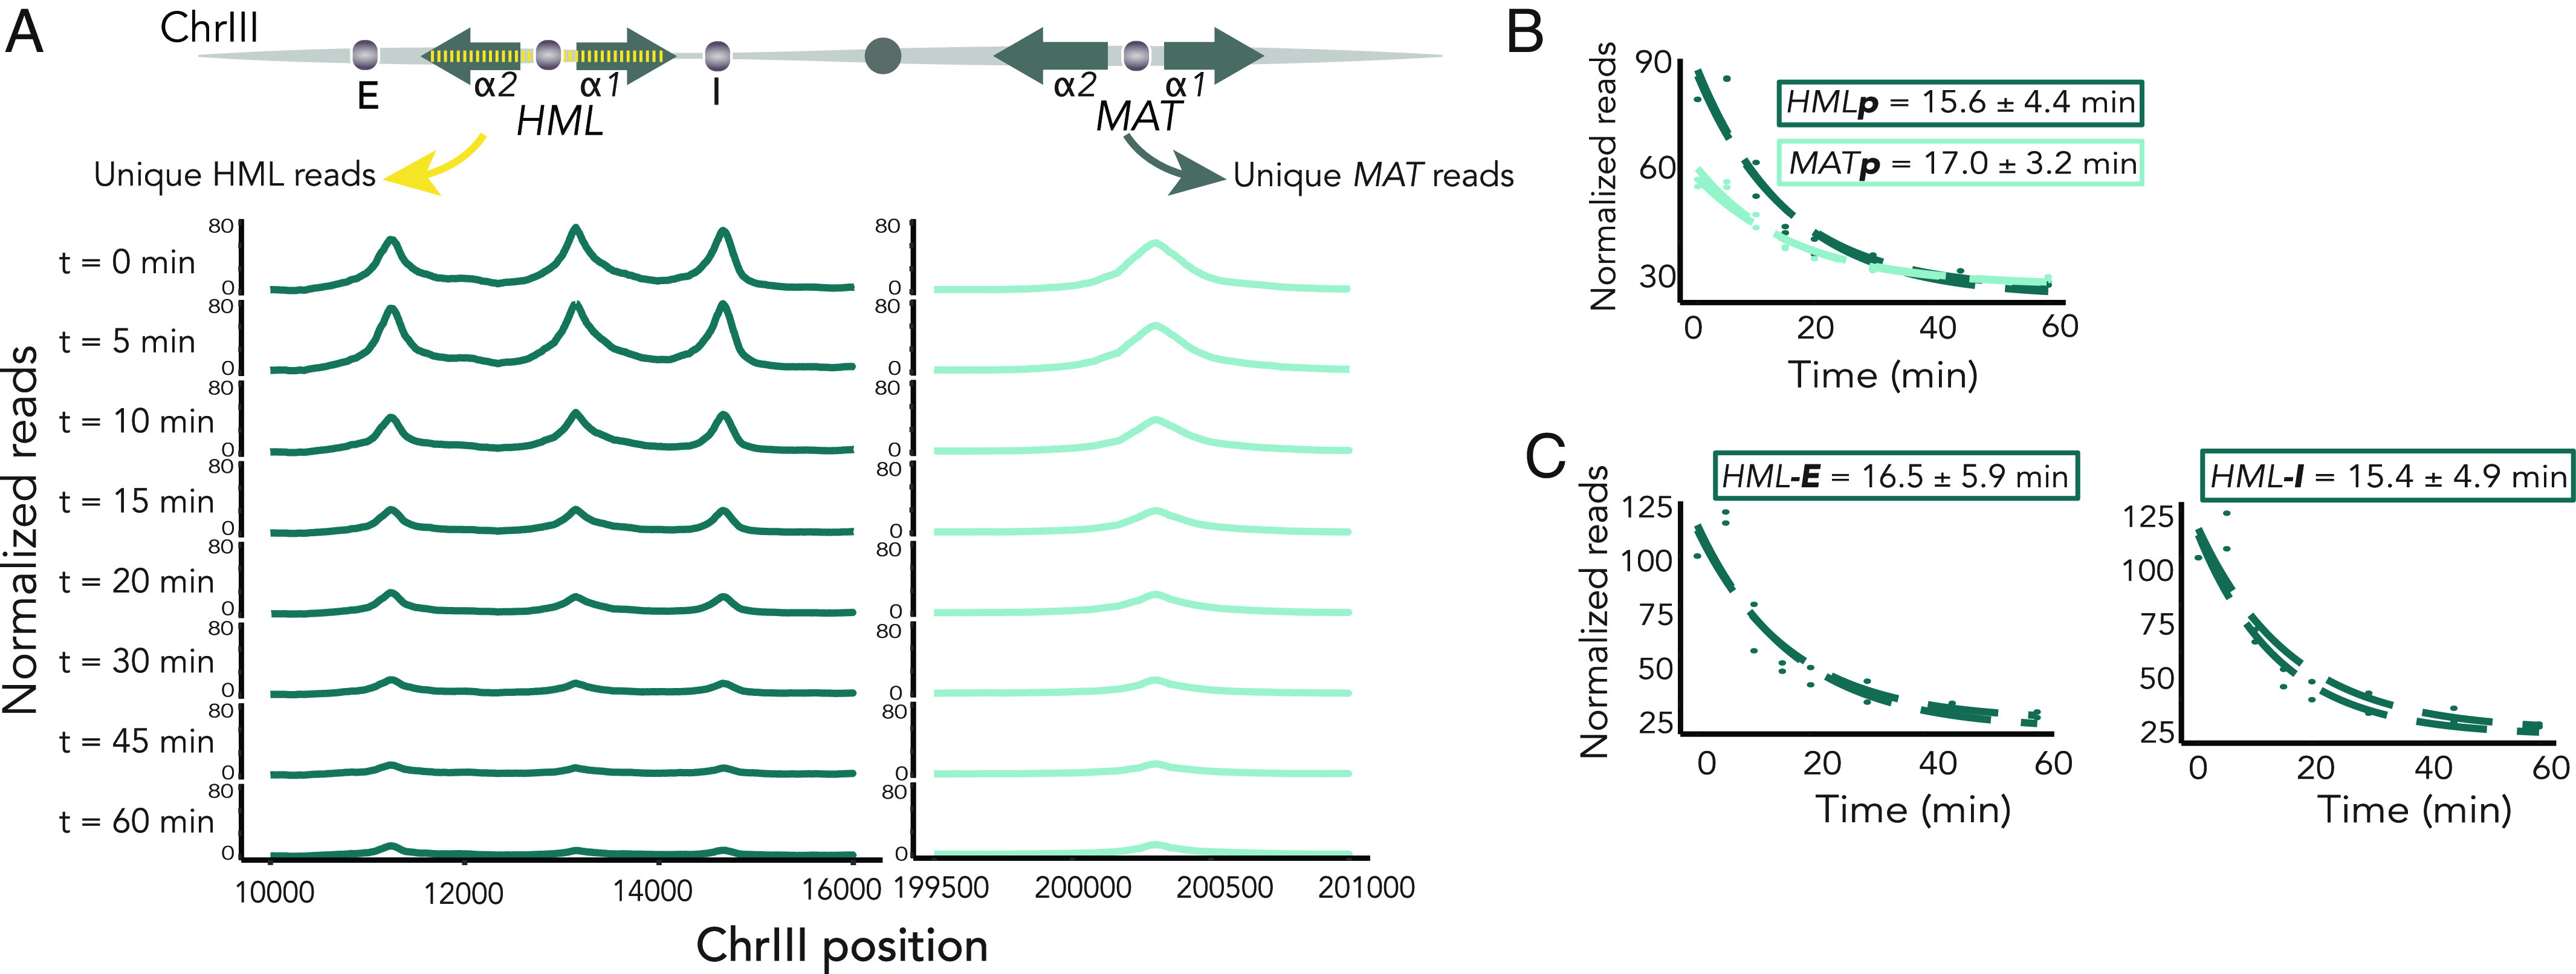
In vivo Rap1 residence time did not reflect differences in chromatin state. Decay of Rap1 occupancy at *HML* and *MAT* by Anchor Away. (*A*, *Top*), schematic of introduction of SNPs to enable unique mapping of *HML* and *MAT* in a strain that contains both. (*Below*) Rap1 enrichment by two, averaged ChIP-seq experiments at *HML* (*Left*) and *MAT* (*Right*) over time-course, plotted on the same Y-axes. (*B*) Fitted nonlinear regressions for residence times of *HML-p* and *MAT-p.* Each replicate is shown separately ± SE of average residence time. (*C*) Fitted nonlinear regressions for residence times of *HML-E* and *HML-I* as in *B*.

### Genome-Wide Analysis of In Vivo Rap1 Apparent Residence Times.

As function in silencing or activation at *HML* did not appear to contribute to, or result from, differences in Rap1 apparent off-rate, we investigated which other context-specific cues contributed to this metric. 

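Of the 560 Rap1 sites that are neither upstream of an ORF, subtelomeric nor over a tRNA gene, 534 followed an exponential decay in both replicates, with a median apparent residence time of 10.1 min. Upstream of an ORF 210 of 223 sites did, with a longer median of 13.1 min, and among subtelomeric sites 31 of 93, with 10.2 min. Over all 1118 sites the fit converged in both replicates at 1056, and the log of the rate had p under 0.05 in both at 1016. That p tests the rate against 1 per min, the value at which its log is 0. The analysed set took sites that passed in both replicates, lay within 300 bp upstream of an ORF or within 15 kb of a chromosome end, and covered no tRNA gene. It held 243 sites, of which 210 were upstream of an ORF, 31 subtelomeric and 2 both. With ORF starts up to 500 bp away it held 355. Scaled to the total over all sites, 660 sites passed the fit.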

Using cutoffs similar to those previously described (56), we refined a set of 1,118 Rap1-bound regions genome-wide and ultimately measured Rap1 off-rate at 377 of these sites (Fig. 5*A* and *SI Appendix*, Fig. S6). To assess the contribution of Rap1 apparent dwell-time to function in transcriptional regulation, we selected Rap1 enrichment peaks that were within 500 bp upstream of open reading frames and assigned peaks to these respective genes. This dataset was then subdivided into quartiles based on residence time: shortest (n = 95), short (n = 95), long (n = 93), longest (n = 94).

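With a fitted plateau, the analysed sites with the longest residence times lay near ribosomal protein genes. The longest apparent residence times of the 243 analysed sites were 29.7 min at RPL35B (44.5 and 19.8 min in replicates 1 and 2), 29.1 min at RPL13A (46.1 and 18.3 min) and 27.7 min at RPS12 (32.8 and 23.4 min), on chromosomes IV, IV and XV. All 10 sites with the longest times had an RP gene within 500 bp, 6 of them within 300 bp, and none of the 10 with the shortest times did. With the plateau fixed at 0 none of the 10 longest had an RP gene within 500 bp, and scaled to the total over all sites 2 of 10 did. At 4 of the 10 the fitted plateau was under 0, which a signal cannot reach, in at least a single replicate. RPS12 is 1 of these, with plateaus of -19.2% and -5.41% of the 0 min signal against a measured 12.4% at 60 min, and it had 22.9 min with the plateau fixed at 0, while RPL35B rose to 39.5 min and RPL13A to 48.8 min. The ranks of these 3 among the sites that fitted went from 1 (RPL35B), 2 (RPL13A) and 3 (RPS12) to 103, 85 and 160. Scaled to the total, none of the 3 could be fitted in both replicates, and RPL41A, also among the 10, had 132 min without passing the fit threshold in either replicate. The shortest times were 6.49 min at ENB1, a transporter of iron-bound enterobactin, 6.53 min at TVP15 and 6.58 min at GSR1, and FRE2, a ferric reductase, had 6.70 min. SST2, a Rap1-activated gene, had 19.3 min. RPS4A, whose site lies more than 300 bp from its start, had 13.4 min (17.2 and 10.5 min).
Quartiles of residence time held 61, 61, 60 and 61 sites, with bounds at 9.02, 12.8 and 17.3 min. From the shortest to the longest they held 2, 4, 20 and 22 RP sites and 9, 14, 6 and 4 subtelomeric sites. The median 0 min signal was 119.6 in the shortest quartile, 287 in the short, 529 in the long and 455 in the longest. The share left at 60 min was 11.0%, 15.3%, 20.3% and 28.4%. Residence times were longer in replicate 1 at 209 of the 243 sites, with medians of 13.6 and 11.7 min, so the bounds move with the replicate.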

**Fig. 5.**
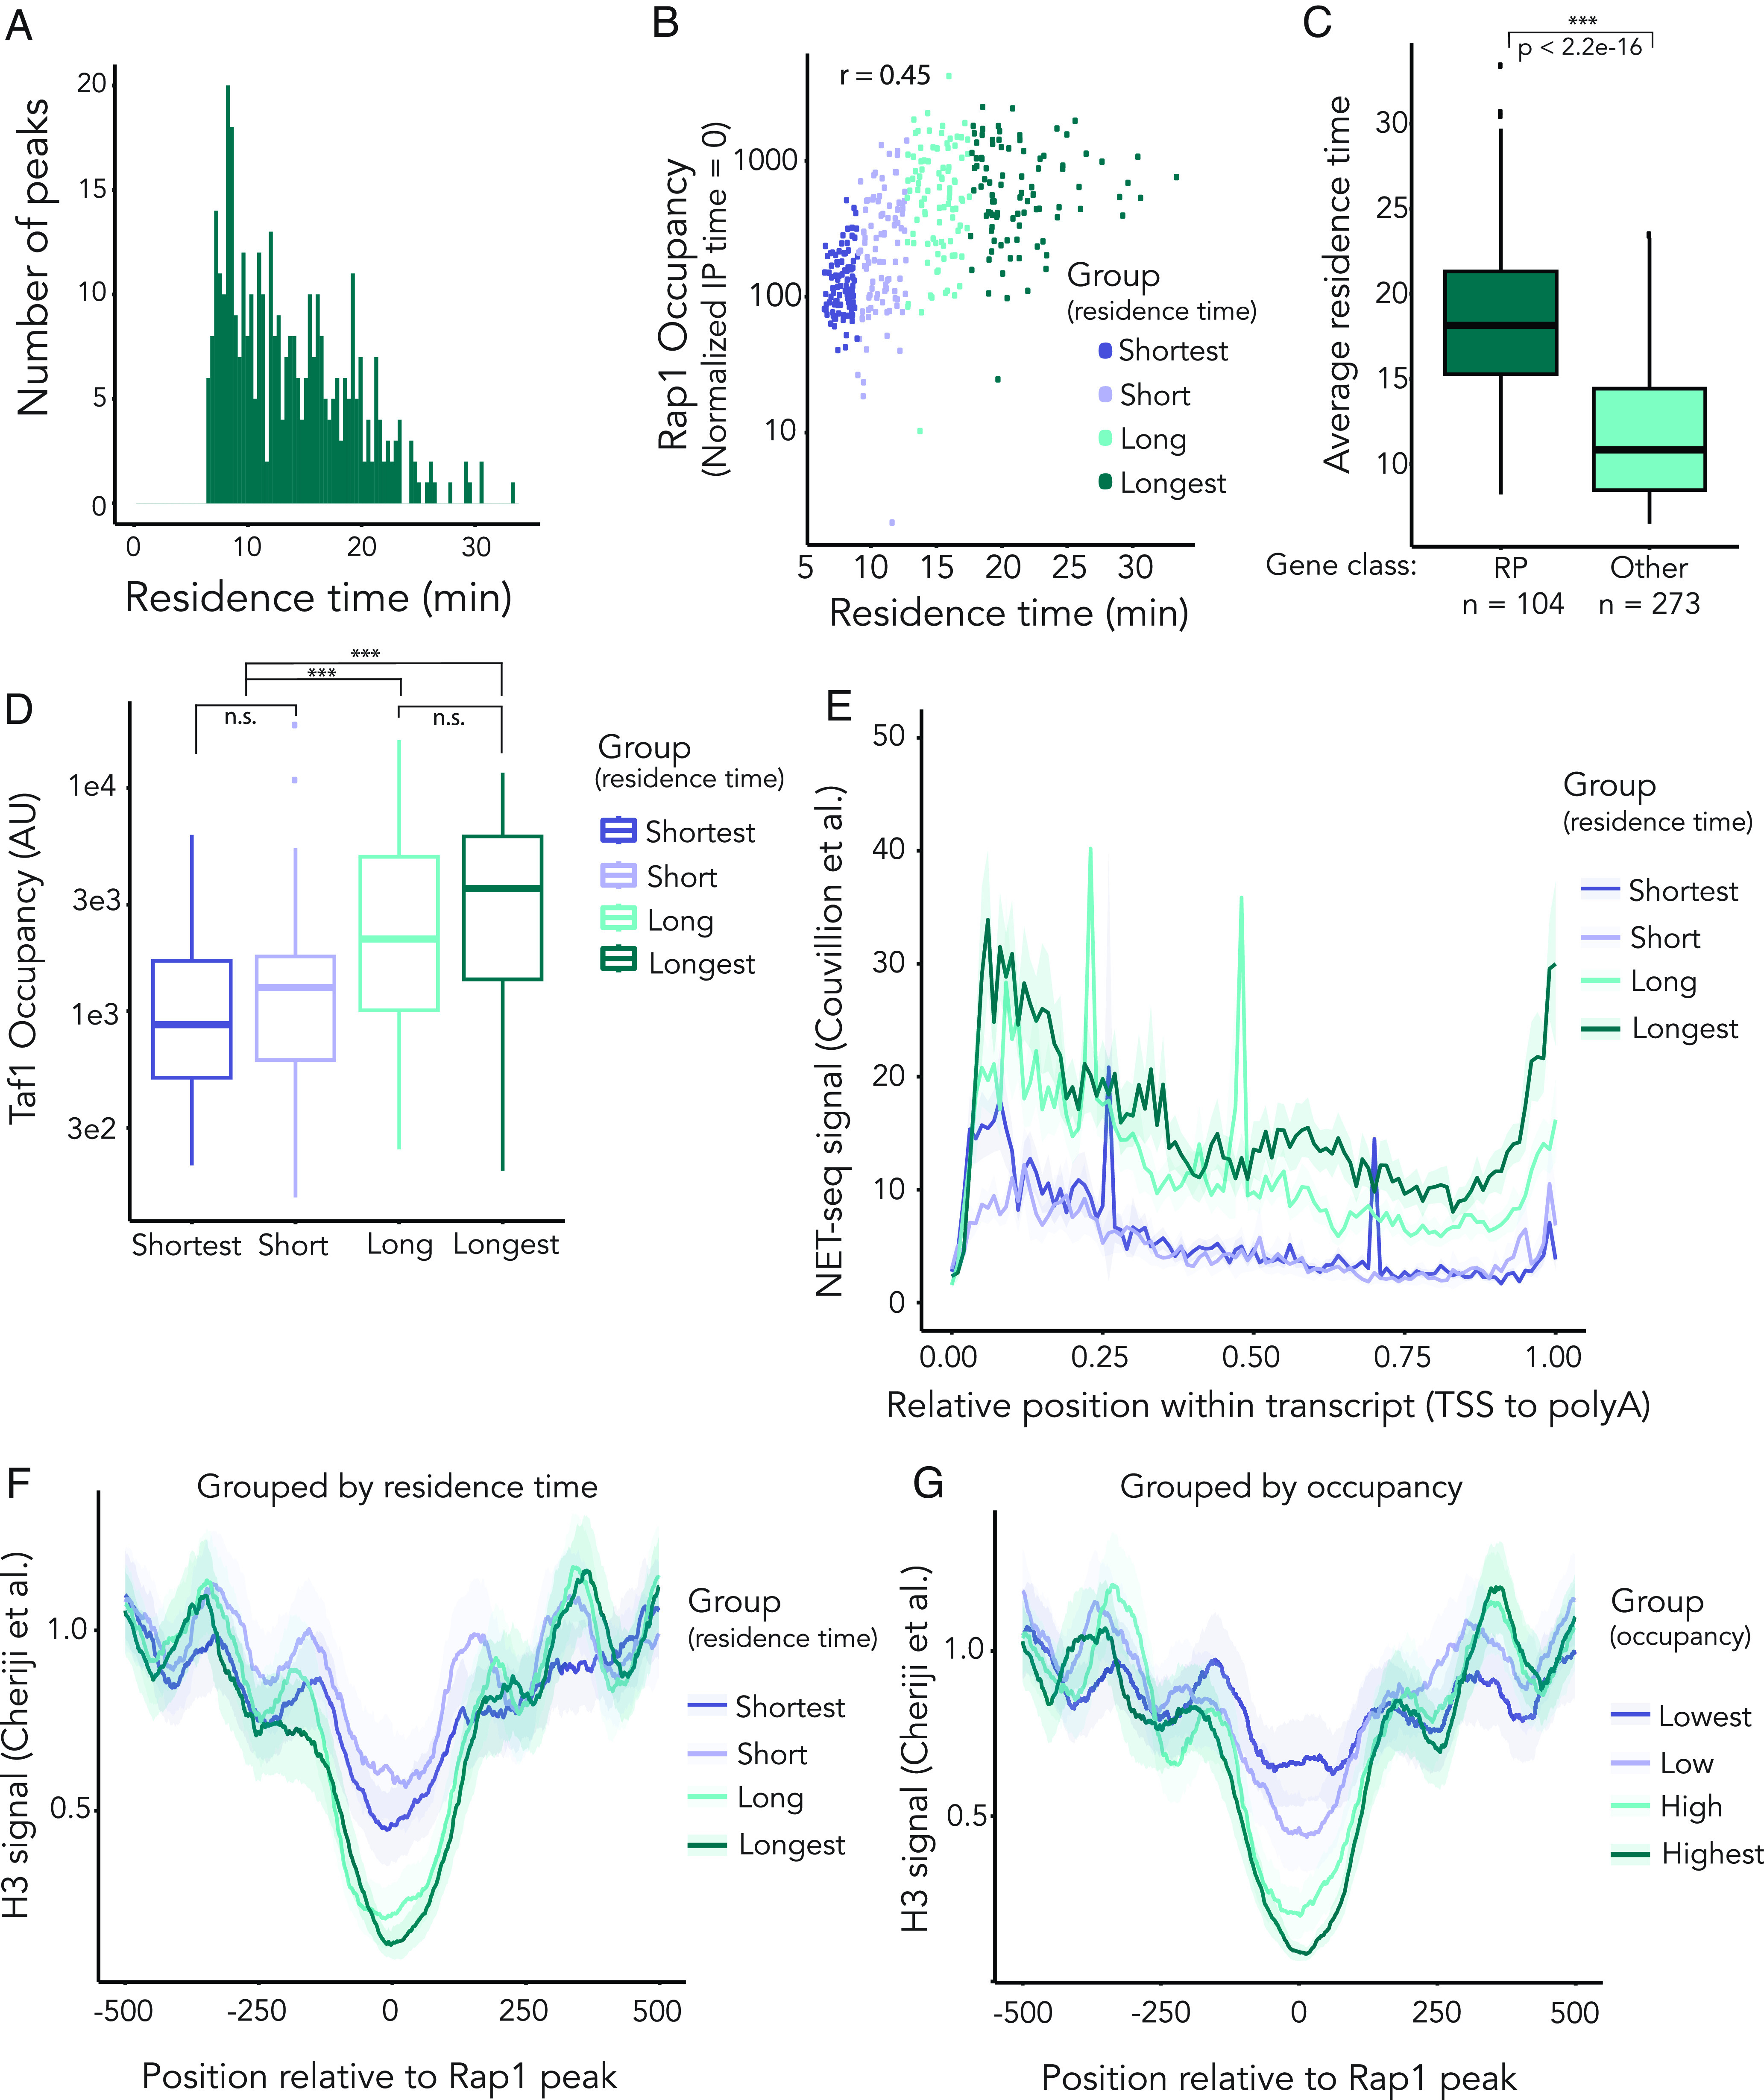
Genome-wide analysis of in vivo Rap1 apparent residence times supports and extends previous models that Rap1 dwell-time is correlated with transcriptional output. All figures comprise data obtained from the average of two biological replicates. Peak set (n = 377) was divided into quartiles based on residence time for analysis unless otherwise noted. For gene-level analyses, Rap1 peaks were assigned to ORFs for which a Rap1 peak summit was within 300 bp upstream of ORF start. (*A*) Average apparent Rap1 residence time in minutes of the 377 binding sites evaluated genome-wide. (*B*) Correlation between average Rap1 occupancy before depletion (enrichment at t = 0) and the average apparent residence times for all 377 Rap1-bound peaks (Pearson correlation *r* = 0.45, *P*-value < 2.2e-16). (*C*) Differences in apparent residence times between sites that are classified as regulating Ribosomal Protein genes (n = 104, dark green) and all other sites (n = 273, light green). The *P*-value was calculated using a Mann–Whitney U test (*P* < 2.2e-16). (*D*) Quantification, by mean apparent residence time quartile, of normalized Taf1 occupancy levels at the Rap1-binding sites. These levels are defined as the amount of Taf1 enrichment (in reads) covering the Rap1-bound loci. Significance was calculated using a one-way ANOVA followed by Tukey’s HSD test (*P* < 2.2e-16). (*E*) Mean profiles display NET-seq coverage (57) with 95% confidence intervals (CI, displayed as transparent filling) within neighboring transcript(s). Coverage was scaled according to transcript length (58). (*F*) Summary distribution plots of average H3 enrichment (59) centered on Rap1 peaks and spanning 500 bp+/−. Coverage was grouped by apparent-residence time quartiles. The CI are indicated as in Fig. 5*E*, with a transparent fill denoting 95% CI. (*G*) Same as *F*, but peaks grouped by ranked Rap1 occupancy at t = 0.

As ChIP-seq peak heights reflect a static view of occupancy of chromatin-binding proteins, we tested the correlation between Rap1 occupancy (enrichment at time = 0) and apparent dwell-time (Fig. 5*B*). 

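Sites with more Rap1 before depletion tended to keep it longer, but with wide scatter. TAR1, from 454342 to 454642 in the rDNA region of chromosome XII, had by far the highest signal of the 243 analysed sites, 19023. Its residence time was 16.6 min. RRT15, from 490022 to 490322 in the same region, had 2602 and 14.5 min. The signal carries no correction for the copy number of the rDNA, so these heights do not measure Rap1 per copy. Across the 243 sites, which are not independent replicates, Pearson's r between the 0 min signal and the residence time was 0.178 (permutation p = 0.00555) and Spearman's rho 0.564 (permutation p = 1e-05, the smallest that 100000 resamples give). Without TAR1 and RRT15, the sites farthest from the median signal, r was 0.439 (permutation p = 1e-05), so these 2 sites lowered the linear r. On log10 of the signal r was 0.485, and of the signal divided by input 0.402. Over the sites of the paper's Dataset S6, of which the copy read here holds 376, r was 0.45. Apart from the relation between replicates, this was the only correlation tested across sites.

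**Figure D3:**
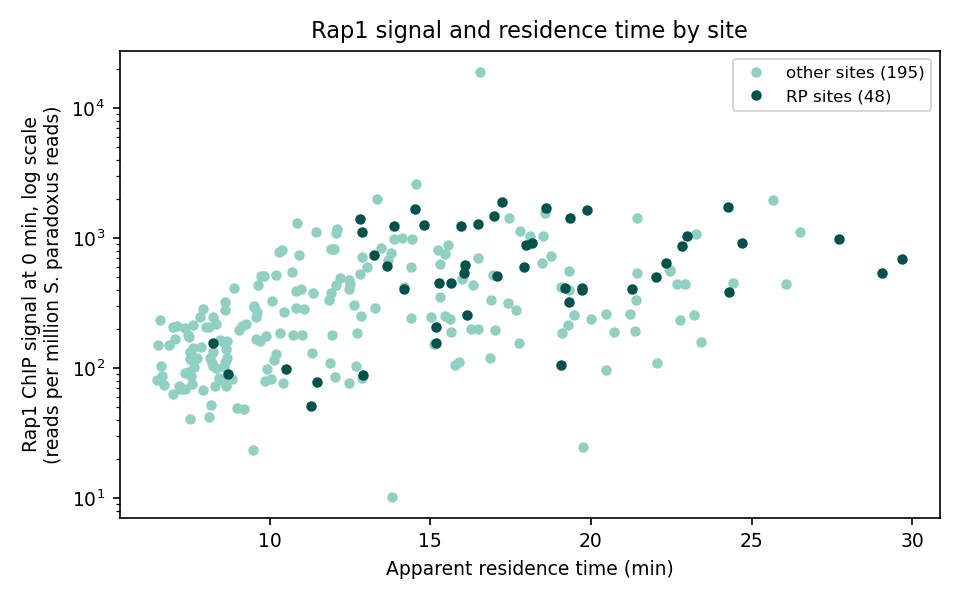
Rap1 signal at 0 min in reads per 1000000 S. paradoxus reads (vertical axis, log scale) against apparent residence time in minutes (horizontal axis), each a mean of both replicates. Each point is an analysed site, dark for the 48 RP sites and light for the 195 others, and the single point above all others is TAR1 at 19023.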

There was a significant positive correlation between these two factors (Pearson correlation coefficient *r* = 0.45, *P*-value < 2.2e-16), but much of the variation remained unaccounted for. Rap1 targets vary greatly in expression. Indeed, ribosomal protein genes whose transcripts make up nearly 60% of total mRNAs in the yeast cell (60) were enriched for longer apparent dwell-times as reported previously (Fig. 5*C*) (61). 

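RP sites had longer apparent residence times than other sites. The median was 17.0 min (quartiles 14.4 and 19.8) over the 48 sites within 300 bp of an RP gene and 11.5 min (8.60 and 15.9) over the other 195, a ratio of 1.49 (two-sided permutation test, p = 1e-05, the smallest possible; adjusted p = 7e-05 over 7 groups). With genes up to 500 bp away the medians were 18.2 min over 105 RP sites and 11.1 min over 250 others. RPL41A had 24.7 min, RPS7B 24.3 min and RPL40B, a fusion of ubiquitin and a ribosomal protein, the same, and the lowest RP site had 8.22 min. RP sites also had more Rap1 before depletion, with a median signal of 607 against 237 at the others.
None of the other groups differed from the rest of the sites after adjustment. Of the 97 sites within 15 kb of a chromosome end, 63 had no fit, including all 25 within 300 bp. Those 25 kept a median of 80.1% of their 0 min signal, so the subtelomeric group leaves out sites that lost little. It also leaves out sites that fell: of the 93 sites that are subtelomeric only, 61 were lower at 60 min and 31 fitted. The median was 10.3 min at the 33 analysed subtelomeric sites and 13.1 min at all others (permutation p = 0.0516, adjusted p = 0.181). At 12 sites of ribosome biogenesis and RNA polymerase I or III genes it was 14.9 min (permutation test, adjusted p = 0.701), as for example at REH1 with 21.4 min and BUD22 with 13.3 min, and at the 5 sites of HML and MAT 15.6 min against 12.7 min elsewhere (permutation test, adjusted p = 0.701). Translation factors, with 4 sites, and amino acid synthesis and chaperone genes, with 3 sites each, had medians of 12.2, 11.9 and 11.0 min (permutation test, adjusted p = 0.856 for each). The difference at RP sites missed the threshold with the plateau fixed at 0 (ratio 1.23, permutation p = 0.231) and scaled to the total over all sites (1.31, permutation p = 0.0672, 18 RP sites). Sites such as SRF1, which has RPL41B only within 500 bp, count as other sites at 300 bp.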

Presumably, stable Rap1 binding would allow for efficient recruitment of preinitiation complex machinery via TFIID–Rap1 interactions (44). Utilizing our previously generated dataset of Taf1 ChIP-seq as a proxy for TFIID occupancy, we compared dwell-time to Taf1 enrichment. Overall, there was a positive correlation between apparent residence time and Taf1 ChIP signal (*SI Appendix*, Fig. S6*D*, Spearman correlation coefficient ρ = 0.43, *P*-value < 2.2e-16), and a significant difference in Taf1 occupancy between the shorter and longer Rap1 dwell times (Fig. 5*D*, ANOVA, *P*-value < 2.2e-16). To investigate further the role of Rap1 binding dynamics in transcription regulation, we generated summary distribution plots (meta-gene analyses) of nascent transcripts associated with the Rap1-bound loci genome-wide. Utilizing published datasets (57, 58), we plotted nascent, elongating Pol II occupancy reported by Native Elongating Transcript sequencing (NET-seq) for each transcript proximal to a Rap1 peak. This meta-gene analysis showed that longer apparent Rap1 dwell-time correlated with greater NET-seq signal and thus an inferred higher transcriptional output (Fig. 5*E*). These data reinforced the proposed model in which longer apparent dwell-time corresponded to higher transcriptional activity, perhaps working through stable recruitment of the preinitiation complex.

Many studies identify Rap1 as an important modulator of nucleosome-free regions through interactions with the chromatin remodeling complex RSC (18, 19, 62, 63). In vitro, introduction of nucleosomes to naked DNA is anticorrelated with stable Rap1 binding (21). We therefore hypothesized that, similarly to other transcription factors, apparent Rap1 dwell-time would be inversely correlated with nucleosome occupancy, and that Rap1-binding stability was related to its role in determining nucleosome-free regions. Using a published dataset that utilized a chemical cleavage method to precisely map single nucleosomes with high-accuracy genome-wide in yeast (59), we created a meta-gene analysis mapping histone H3 positioned 500 bp upstream and downstream of each Rap1 peak (Fig. 5*F*). The averaged nucleosome occupancy for each quartile group of residence times revealed that longer dwell time corresponded to a broader nucleosome-free region, with a notably weakened -1 positioned nucleosome (Fig. 5*F*). We then compared how nucleosome occupancy corresponded to Rap1 occupancy (IP enrichment at time = 0). When positioning data were grouped by initial enrichment instead of dwell-time, we found a consistent anticorrelation between histone occupancy centered over the Rap1 peak and relative Rap1 occupancy (Fig. 5*G*). As total enrichment is a function of both on-rate and off-rate, we surmised that the differences we observed in correlations between nucleosome occupancy and Rap1 enrichment versus apparent dwell-time may have reflected differences in on-rate. In sum, these data supported and extended the hypothesis that Rap1 binding and nucleosome occupancy were inversely correlated in vivo, and connected this attribute to transcriptional output.

## Discussion

This study explored the enigmatic ability of Rap1 protein to function in both gene activation and repression. Earlier work discounted the possibility that the function of Rap1 was determined by subtle differences in its recognition sequence (64). Other work suggested that Sir-silenced chromatin could inhibit binding of at least some proteins to their recognition sites (33, 35, 36, 39). In contrast, our findings established that silenced chromatin did not block Rap1’s recognition of its binding site in silent chromatin. Instead, our data revealed a more nuanced and unexpected way in which Rap1 and Sir proteins mutually reinforced each other in the assembly of silenced chromatin.

Rap1, bound to its recognition sequence within the bidirectional promoter between *HMLα1* and *HMLα2,* served opposing functions depending on the state of the surrounding chromatin. The *HML* promoter-binding site was robustly enriched for Rap1 in the presence of Sir proteins. In contrast, transcription initiation factors were undetectable (Fig. 1). Strikingly, Rap1 presence at the bidirectional *HML* promoter resulted in increased enrichment of Sir proteins at *HML*, and vice versa. Moreover, *HML-*promoter-bound Rap1 contributed to the stability of silent chromatin when weakened, as is the case in the *sir1∆* genetic background (Fig. 2). In addition, we determined a possible role for Rap1 in promoting the transition from initiation to elongation at the unsilenced *HML*, which may be dependent on its role in nucleosome positioning and the unique architecture of this bidirectional promoter.

Our results agreed with earlier work that Sir-silenced chromatin can inhibit some proteins from binding their recognition sequences (33, 34, 36, 39). Despite ample Rap1 enrichment at a Sir-silenced *HML,* we found no evidence of the preinitiation complex bound at the *HML* promoter in silent chromatin, nor any indication that silencing acts by blocking Pol II elongation (Fig. 1). Our study used tagged forms of Taf1, Sua7, Rpb3, and Elf1, each expressed from their native promoter as proxies for TFIID, TFIIB, RNA Pol II, and elongation machinery, respectively. Previous reports find TBP and TFIIH to be present in the context of Sir-silenced chromatin (36). The earlier study utilized ChIP in conjunction with PCR and did not provide the resolution of the current study. In summary, our results demonstrated that Sir-silencing occurred through a preinitiation complex interference mechanism, whereby the presence of Sir proteins competitively inhibited the ability of Rap1 to recruit the transcription machinery.

While apparent off-rates for Rap1 did not differ between silenced and unsilenced chromatin, we found greater enrichment of Rap1 in the presence of Sir proteins both at the promoter and silencers of *HML* (Figs. 1, 2, and 4). The experimental setup of our studies did not allow for direct comparison to dwell-times at *HMR*. However, we found further evidence of a positive feedback mechanism between binding of Sir proteins and Rap1 at the *HMR-E* silencer, where Rap1 enrichment was diminished in the absence of Sir proteins (*SI Appendix*, Fig. S3*G*). Taken together, we inferred that the enhanced binding of Rap1 in the presence of Sir proteins was consistent with an increase in the frequency of Rap1 binding, or on-rate, in this context. However, inferences regarding off-rate through the anchor-away method are limited by the method affecting primarily the loss of free Rap1, and any changes in on-rate are speculative. Nevertheless, our dwell-time data were consistent with those described by a related technique that reports on local competition between Rap1 molecules (61). Our data supported a hypothesis that interactions between Sir proteins and Rap1 resulted in greater recruitment of both to silenced chromatin than would be achieved by the affinity of Rap1 for its binding site alone.

The *sir1∆* genotype has long served as a case study in epigenetics (47, 65). Surprisingly, we found the apparent silencing-loss rate in *sir1∆-rap1* bs mutant cells to be greater than in a *sir1∆* alone, while the opposite was true in *SIR* cells (Fig. 2 *B* and *C*). In the *sir1∆* mutant, the density of Sir proteins at the silent locus is less than in wild type, creating a paucity of Rap1-Sir interactions and, more broadly, a decrease in stability of the silent locus (48). Combined, these data reflected the importance in Rap1-Sir protein interactions, particularly over the promoter, in the weakened *sir1∆* silent domain. The weakened interactions may allow for more opportunities for transcription machinery to interact with Rap1 and shift the balance in favor of transient derepression, as is supported by our finding that loss-of-silencing rate increased in *sir1∆* strains lacking promoter-bound Rap1 (Fig. 2 *B* and *C*).

By indirect means, the activation domain of Rap1 has been shown to interact with various TFIID components (44, 66). Despite the activation domain and C-terminal interaction domain appearing to be nonoverlapping by those analyses, one explanation for the occlusion of the preinitiation complex from Sir-silenced chromatin would be if binding of Sir proteins to Rap1 rendered the activation domain inaccessible to TFIID. Our data were compatible with the idea that interactions between Rap1 and Sir proteins are mutually exclusive to interactions between Rap1 and TFIID subunits. In this model, the balance of silencing versus activation would tip toward fully silenced as the local concentration of Sir proteins increased. This proposed mechanism is reminiscent of the model for repression by the Cyc8-Tup1 complex, which appears to mask the activation domains of several activator proteins (67). However, there are contradictory findings regarding the specificity of the Sir-Rap1 interaction for repression. Replacing the bidirectional promoter with a Gal-inducible *GAL1* promoter fails to maintain silencing at *HML* in the presence of galactose, whereas replacement with an exogenous T7 bacterial promoter maintains silencing, and Sir proteins continue to act as a significant barrier to transcription (34). Notably, in *K. lactis,* Reb1 replaces Rap1 at the *HMLα* promoter and silencers, and functionally silences the *HM* loci (68, 69).

In agreement with previous findings of other transcription factors, our data showed that nucleosome positioning was correlated with Rap1 dwell-time (56). In our anchor-away dataset, Rap1-bound loci with the longest apparent residence time were characterized by a well-defined nucleosome-free region centered on the Rap1-binding site, and a broader nucleosome-depleted region with an unstable -1 positioned nucleosome (Fig. 5*F*). Conversely, loci with shorter dwell-times corresponded with a narrowing of the nucleosome-free region centered on the Rap1 peak, and an associated relative enrichment in histone occupancy over these peaks (Fig. 5*F*). We identified a further anticorrelation between nucleosome occupancy and Rap1 occupancy (enrichment at t = 0, Fig. 5*G*), suggesting that Rap1 binding in the presence of a nucleosome was less stable, as is reported in vitro (21). By taking both the static occupancy measurement and the apparent dwell-time function into account, we inferred a variable on-rate that supports this hypothesis. These data indicated that nucleosome positioning relative to Rap1 peak summit played an important role in determining both the level to which Rap1 was enriched at those sites, and the apparent residence times once bound. However, it would be equally valid to infer that strong Rap1-binding depleted nucleosomes to a greater extent than weak Rap1 binding.

Rap1 occupancy is an important determinant of the size and patterning of the nucleosome-depleted regions to which it binds, while removal of Rap1 may result in remodeling of the nearby chromatin (18, 62, 63, 70–72). Alteration to the nucleosome-depleted region of the bidirectional promoter in the absence of Rap1 could generate a block to productive transcription. We observed a narrowed Taf1 peak in rap1 bs mutant cells, which may indicate reduced access of TBP to the TATA motif (*SI Appendix*, Fig. S4*A*). Rap1 binding is necessary for downstream recruitment of the chromatin remodeler complex RSC to maintain a nucleosome-depleted region (19). Without Rap1 binding, and subsequent recruitment of chromatin remodelers, these sites may be less accessible to subunits of TFIID and other preinitiation complex machinery. Furthermore, in the context of unsilenced *HML,* Elf1 and Rpb3 appeared to pile up over the bidirectional promoter in the absence of Rap1, which indicated a blockade in the progression of transcription (Fig. 3). Our finding that the switch from RNA Pol II initiation to elongation was hindered in the absence of Rap1 could reflect a change in the promoter architecture upon removal of Rap1. With the experiments performed here, we cannot ascribe kinetic determination to this finding and can only suggest that canonical progression of transcription initiation to elongation may be altered in the absence of Rap1 at *HML*. This phenomenon may be unique to the specific promoter architecture of the mating-type locus (*SI Appendix*, Fig. S4 *B*–*D*).

Based upon the positive correlation between Rap1 residence time and enrichment of Taf1, we hypothesized that the variability in expression strength at Rap1-bound loci genome wide may be reflected in part by variability in Rap1 dwell-time (Fig. 5*D* and *SI Appendix*, Fig. S5*G*). Furthermore, nascent transcript abundance correlated with Rap1 dwell-time (Fig. 5*E*). These findings confirmed and extended previous models suggesting that the role of Rap1 in transcriptional activation was dependent, in part, on Rap1 binding dynamics (19, 62, 63, 73). Apparent dwell-time measurements may also be a function, more broadly, of protein–protein interactions and binding-site affinities. These may include Sir-Rap1 interactions at the silent loci, and TFIID-Rap1 interactions elsewhere. While increased transcriptional output may correlate with longer dwell-times, it is possible that increased frequency of interactions with Sir proteins would appear similarly, thus explaining the similarity in apparent dwell times at silenced *HML* and active *MAT.* In summary, apparent residence time may be attributed to competition with nucleosomes, with the availability of a stable nucleosome-depleted region allowing for higher rates of transcription.

Rap1 has been described as a pioneer factor with the ability to access cognate binding sites in the presence of a nucleosome array in vitro (21, 74). Rap1 bound to its promoter site in Sir-silenced chromatin extends this view in vivo (Fig. 1). In a broader context, pioneer factors are typically utilized by the cell during periods of drastic genomic restructuring, such as during fertilization in metazoans (22, 75). In their haploid life cycles, yeast continuously undergo chromatin landscape restructuring in the form of DNA replication during replicative aging. Furthermore, it is important for the single-celled organism to readily adapt to environmental stresses. Rap1 is necessary for the Gcn4-mediated regulation of ribosomal protein genes, which occurs upon amino acid starvation (76). Perhaps the downstream effect of Rap1-mediated nucleosome-free regions is to more readily enable the genome to activate certain genes under stress conditions by promoting the transition from transcription initiation to elongation.

In summary, we found that Rap1 has a complex and context-dependent role in the regulation of gene expression, with the ability to both stabilize the Sir-silencing complex at a silenced promoter and promote transcriptional elongation at the same locus in the absence of Sir proteins. In this way, Rap1 can be compared to Glucocorticoid receptor, a transcription factor well studied for its context-specific roles in vertebrate gene regulation (reviewed in refs. 77 and 78), and Ume6, a meiotic regulator that can act as a repressor or activator depending on its cofactors (79). Like the glucocorticoid receptor, one possible explanation of how Rap1 may be able to bind DNA in heterochromatin but not recruit transcription machinery may be the presence of posttranslational modifications to the Rap1 protein. In a thematically similar concept, recent data reveal differential phosphorylation of Clr4^SUV39H^ correlates with a switch in methylation state of H3K9 in *S. pombe* (80, 81).

This work highlights the many modes of epigenetic regulatory mechanisms integrated by cells to give rise to a spectrum of context-specific, finely tuned gene expression patterns. Beyond the role of Rap1 in *S. cerevisiae,* these findings have implications in eukaryotic regulation of cell-type fidelity across cell divisions. Dual-function transcription factors can be recruited to promoters and, in a context-dependent manner, serve as coactivators or corepressors to finely tune gene expression, in part through the effects of local concentration of interaction partners. In conclusion, these findings provide insights into the mechanisms of gene expression and highlight the importance of considering the context in which transcription factors function.

## Materials and Methods

### Yeast strains.

Strains used in this study are listed in Dataset S1. All strains were derived from the *S. cerevisiae* W303 background (except JRy15212 which was derived from *S. paradoxus YPS138*) using standard genetic techniques and CRISPR-Cas9 technology (82–84). Deletions were generated using one-step replacement with marker cassettes (85, 86). Details of strain construction for epitope-tagged proteins and mutants can be found in *SI Appendix*, *Supplementary Methods*. Relevant oligonucleotides and the sequence for the unique *HML* used in Figs. 4 and 5 can be found in Dataset S2.

### CRASH Colony Imaging.

Colonies were plated onto 1.5% agar plates containing yeast nitrogen base without amino acids, 2% dextrose, and supplemented with complete supplement mixture (CSM)-Trp to minimize background fluorescence. Colonies were incubated for 5 to 7 d at 30 °C, then imaged as described in ref. 87.

### Flow Cytometry and Calculations of Apparent Loss-of-Silencing Rate in CRASH Strains.

This experiment was carried out as described in refs. 49 and 87. The apparent silencing-loss rate was calculated as previously described (49, 87) (*SI Appendix*, *Supplementary Methods*).

### RNA Extraction and RT-qPCR.

RNA extraction and RT-qPCR was carried out as in ref. 53 (*SI Appendix*, *Supplementary Methods*). Each reaction was performed in triplicate, with the matched nonreverse-transcribed sample run simultaneously. cDNA abundance was calculated using a standard curve and normalized to the reference gene *ALG9.* Oligonucleotides used for qPCR are listed in Dataset S2.

### Chromatin Immunoprecipitation, ChIP-qPCR, and Library preparation.

For ChIP-seq experiments (Figs. 1–3), cells were grown in YPD overnight in 5 mL cultures then back-diluted to a concentration of OD600 ~ 0.1 in 50 mL YPD the following day. Cells were grown to mid-log phase (OD600 ~ 0.6 to 1.0) and ~5 × 10^8^ cells were cross-linked in a final concentration of 2% formaldehyde at room temperature for 15 min. The formaldehyde was quenched using a final concentration of 1.5M of Tris for 5 min.

For anchor-away ChIP-seq experiments (Figs. 4 and 5), cells were grown overnight and back-diluted as above, then grown for two-three doublings and collected at OD600 ~ 0.8. Rapamycin (LC Laboratories) was added to a final concentration of 7.5 µM. Additions of rapamycin were staggered such that all time points were ready at the same OD. Samples were fixed and quenched as above. 5% S. *paradoxus* cells by OD were spiked into each *S. cerevisiae* sample and processed according to the chromatin immunoprecipitation protocol.

Cell lysis and chromatin immunoprecipitation were performed as described in ref. 53. Details can be found in *SI Appendix*, *Supplementary Methods*. For all samples, ~850 μL soluble chromatin were collected for immunoprecipitation, and 50 μL was reserved for Input. For all ChIP samples, 50 µL DynaBeads Protein G magnetic beads (ThermoFisher Scientific) per sample were equilibrated by washing 5× in FA Lysis buffer. IP for 3xV5-Rap1 was performed using 5 μL mouse monoclonal V5 (ThermoFisher Scientific). For all 3xFLAG-tagged proteins, IP was performed using 5 μL mouse monoclonal anti-FLAG® M2 antibody (Millipore Sigma). Samples were eluted in 100 µL TE + 1% SDS. Beads and elution buffer were incubated at 65 °C overnight to reverse cross-linking, followed by treatment with RNaseA and Proteinase K. DNA was purified using a QIAquick PCR purification kit.

For ChIP-qPCR, ChIP samples were diluted 10-fold, and input samples were diluted 100-fold in nuclease-free water. Reactions were set up in triplicate and run using the same reagents and parameters as for RT-qPCR above. Abundance was calculated using a standard curve for each primer set, and the ratio of IP/Input was plotted. Oligonucleotides used for this experiment can be found in *SI Appendix*, Table S2.

Libraries were prepared for high-throughput sequencing according to the manufacturer’s recommendations using the Ultra II DNA Library Prep kit from New England Biolabs (NEB). Samples were multiplexed and paired-end sequencing was performed using either a MiniSeq or NovaSeq 6,000 (Illumina).

### Alignment and Mapping.

Sequencing reads were aligned using Bowtie2, using options = “--local --soft-clipped-unmapped-tlen --no-unal --no-mixed --no-discordant” (88) to a reference genome. For standard ChIP-seq experiments (Figs. 1–3 the genome file was derived from SacCer3 and customized as described in *SI Appendix*, *Supplementary Methods*. Analysis was performed using custom scripts derived from ref. 53. For coverage calculations in *SI Appendix*, Fig. S2*A*, peak summits were defined by MACS3 callpeak, using a cutoff of q < 0.01. The positional information and coverage for these peaks can be found in Dataset S3.

For anchor-away experiments, a custom, concatenated hybrid genome was generated using modified SacCer3 (unique *HML* sequence, *hmr∆*) and the *S. paradoxus* genome CBS432 (genbank). Reads were aligned as above. *S. paradoxus* read count served as the normalization factor for each sample. Normalization data be found in Dataset S4.

All displays of ChIP-seq normalized coverage over a defined region were displayed using a custom Rscript and ggplot2 available on the associated GitHub.

### Peak-Calling and Filtering for Anchor-Away Experiments.

We followed the framework for peak calling and filtering laid out in ref. 56. MACS peak filtering was performed to identify regions of distinct peaks across the *S. cerevisiae* genome in control samples (DMSO-IP, time 0) using a no-tag control sample as the input over which the program defined peaks. Summits were defined using the callpeak function and options “-f BAMPE -g 1.2e7 -q 0.01 --keep-dup=auto -B --call-summits”, identifying 1,118 Rap1-bound regions genome-wide. Peaks were defined as 150 bp on either side of the summit. We counted read coverage over each region in duplicate Rap1-depletion samples, and these values were normalized to the *S. paradoxus* read counts per sample as described above. A table containing positional information for these peaks, and the normalized count data, can be found in Dataset S5.

Peaks at each locus were fit using the exponential decay model described in ref. 56, filtering for peaks with *p*-value log(k_off_) < 0.05. The fits were done in R with the nls function using the formula: “nls(ChIP ~SSasymp(time, yf, y0, log_koff)” (*SI Appendix*, *Supplementary Methods*). The 377 peaks used in the analyses for Fig. 5 and *SI Appendix*, Figs. S5 and S6 represent peaks that fit the nonlinear regression model and were within 300 bp upstream of an ORF and/or located in the subtelomeric region (defined as 15 kb from the ends of chromosomes). A table containing the calculated fit of the decay curves, average residence time, and further classifications can be found in Dataset S6.

### Other Datasets.

H3 occupancy genome-wide for analysis of the relationship between Rap1 apparent dwell-time or Rap1 enrichment to nucleosome position was downloaded from GEO Accession GSE97290 (59).

Transcript isoforms were defined using a TIF-seq dataset (GEO Accession GSE39128) (58). We then averaged the corresponding NET-seq signal from four biological replicates in GEO Accession GSE159603 (57).

## Supplementary Material

Appendix 01

Dataset S01

Dataset S02

Dataset S03

Dataset S04

Dataset S05

Dataset S06

## Data Availability

All ChIP-seq raw and processed data have been deposited in GEO (GEO Series GSE227763) (89); Custom code for analysis data have been deposited in GitHub (https://github.com/elianabondra/Bondra_and_Rine_2023) (90). Previously published data were used for this work [Fig. 5 *F* and *G* - H3 occupancy published in (59 and 91) (https://doi.org/10.1186/s13059-018-1398-0) - GSE97290. *SI Appendix*, Fig. S2 and Fig. 5*E* - TIF-seq published in (58 and 92) (https://doi.org/10.1038/nature12121) - GSE39128; Fig. 5 *F* and *G* - NET-seq published in (57 and 93) (https://doi.org/10.7554/eLife.78944) - GSE159603].

# Supplementary material for: Context-dependent function of the transcriptional regulator Rap1 in gene silencing and activation in Saccharomyces cerevisiae
**Source:** Proc Natl Acad Sci U S A. 2023 Sep 28;120(40):e2304343120. doi: 10.1073/pnas.2304343120
**Supplement:** Supplementary file 1 — Appendix 01

## Supporting Information for

### Context dependent function of the transcriptional regulator Rap1 in gene silencing and activation in *Saccharomyces cerevisiae*

*Eliana R Bondra and Jasper Rine\**

\*For correspondence: Jasper Rine

**This PDF file includes:**

Supporting text – Supplementary Methods  
Figures S1 to S6  
Legends for Datasets S1 to S6  
SI References

**Other supporting materials for this manuscript include the following:**

Datasets S1 to S6

All ChIP-seq datasets (raw and processed) are available at NCBI Gene Expression Omnibus (GEO): Series GSE227763.

Custom codes used for analysis are available at  
[https://github.com/elianabondra/Bondra\\_and\\_Rine\\_2023](https://github.com/elianabondra/Bondra_and_Rine_2023)

## Supplementary Methods

### Yeast strain construction

C-terminal tags (Rpb3-3xFLAG:KanMX, SUA7-3xFLAG:KanMX, ELF1-3xFLAG:KanMX, TAF1-3xFLAG:KanMX) were generated by amplifying the 3xFLAG::KanMX sequence from pJR2601 (p3FLAG-KanMX; (1)) with primers that included 40 bp of sequence identity with either side of the amplicon, followed by a transformation. The 3xV5-Rap1 N-terminally tagged allele was generated by amplifying the 3xV5 sequence from pJR3191 pFA61-3xV5-NatMX6 with sequence identity to the N-terminal insertion site on either side, then integrated using CRISPR-Cas9 technology as described (2). Rap1 was tagged N-terminally to avoid genetic manipulations of the Rap1 C-terminus, since doing so would likely have interrupted interactions with Sir proteins or Rap1 interacting factors and thus obscured our interpretations in the context of silent chromatin. The rap1 binding site mutation was generated by using CRISPR-Cas9-mediated targeting of the *HML-p* sequence coupled with an oligonucleotide extension that incorporated the 2 bp mutation and obliterated the PAM sequence. The mutant allele of *HML* that included synonymous SNPs was used to distinguish sequencing between *MAT $\alpha$*  and *HML $\alpha$*  in short sequencing reads, utilized in the Anchor Away experiments, was generated by cloning together synthetic DNA gene blocks (Integrated DNA Technologies) and a previously published allele of *HML* (3), and integrated using CRISPR-Cas9 technology. We recapitulated the Rap1 Anchor Away strain first published in (4) by amplifying the 2xV5-FRB sequence from a plasmid and integrating it, at a sequence corresponding to amino acid 134 in the *RAP1* CDS, into the Anchor Away parent strain (gifted from Craig Peterson, originally from (5)) by CRISPR-Cas9. The *S. paradoxus* strain was generated similarly, but transformed into YSP138 (a gift from the Brar/Ünal labs).

### Validation of epitope-tagged strains

Tagged strains were confirmed by PCR and Sanger sequencing, as well as Immuno-blot analysis. To address the possibility that endogenous tagging of the proteins studied impacted viability or silencing, growth-curves for representative strains were conducted over a 24 hour window. We found no difference in growth rates between wild type yeast and any of our endogenously-tagged strains (figure S1A). Furthermore, introduction of epitope tags to representative strains resulted in no silencing defects as measured by RT-qPCR of *HML $\alpha$ 2 $\Delta$ ::Cre* (figure S1B).

### Growth and preparation of CRASH cells for flow cytometry

To summarize: strains were streaked for single colonies on YPD, with multiple single colonies used as technical replicates for each sample. Strains were then back-diluted in growth medium containing G418 to select for cells that had not yet lost silencing. Cells were diluted and grown in liquid CSM until mid-log phase and harvested by centrifugation, then resuspended in PBS at approximately 0.5 OD. Samples were processed as described in (6).

### Calculations of apparent loss-of-silencing rate in CRASH strains

Flow cytometry was done on a BD LSR Fortessa using the BD FACSDiva software (BD Biosciences) and FITC and PE-TexasRed filters. Events were analyzed and processed using FlowJo Software (BD Life Sciences) and the flowAI R package (7) as described in Fouet and Rine 2023. Samples were grouped by population; GFP+ RFP+, GFP+ RFP-, GFP- RFP+ and GFP- RFP-. The apparent silencing-loss rate was calculated by quantifying the number of cells that were transitioning from RFP to GFP expression (those expressing both RFP and *GFP*), divided by the sum of all cells still expressing RFP (RFP+ GFP+ and RFP+ GFP-) (2, 6, 8).

### RNA extraction and RT-qPCR

Briefly, at least  $\sim 2 \times 10^7$  cells were grown and collected by centrifugation for each sample. RNA was purified using the RNeasy Mini Kit (Qiagen 74104; Hilden, Germany) according to manufacturer's instructions, including on-column DNase digestion (Cat No. 79254). RNA was quantified by NanoDrop, and 2mg of RNA was reverse transcribed using SuperScript III reverse transcriptase (Thermo Fisher Scientific catalog number 18080044) and an 'anchored' oligo-dT primer. A matched non-reverse-transcribed sample was generated simultaneously. The DyNAmo HS SYBR Green qPCR kit (Thermo Fisher Scientific F410L), including a Uracil-DNA Glycosylase (Thermo Fisher Scientific EN0362) treatment, was used for qPCR and samples were run using an Agilent Mx3000P thermocycler.

### *S. paradoxus* spike-in

A Rap1-V5 tagged strain of *S. paradoxus* was grown in parallel and fixed at the same saturation. As the *S. paradoxus* cells did not contain all other components of the Anchor-Away methodology, notably the *tor1-1* mutation, they were not exposed to rapamycin. After fixation, cells were washed twice in ice-cold TBS.

### Customization of genome for alignment

For standard ChIP-seq experiments (figures 1-3), custom genomes were generated from SacCer3 and modified to include, where appropriate, the mutant *HML-p* rap1 binding site mutation, *hmla2::Cre*, *matΔ*, and *hmrΔ*, or *hmlΔ hmrΔ* in the case of *MATα* strains. Sequence information for these genomes can be found on the associated GitHub.

### Cell lysis and chromatin isolation

Cells were washed twice in ice-cold TBS and twice in ice-cold FA lysis buffer (50 mM HEPES, pH 7.5; 150 mM NaCl, 1 mM EDTA, 1% Triton, 0.1% sodium deoxycholate) + 0.1% SDS + protease inhibitors (cOmplete EDTA-free protease inhibitor cocktail, Sigma-Aldrich 11873580001). Cell pellets were then either flash frozen or lysed. For lysis, cell pellets were resuspended in 800uL FA lysis buffer + 0.1% SDS and  $\sim 500 \mu\text{L}$  0.5 mm zirconia/Silica beads (BioSpec Products; Bartlesville, OK) were added. Cells were lysed using a FastPrep-24 5G (MP Biomedicals; Irvine, CA) with 6.0 m/s beating for 20 s followed by 2 min on ice, repeated four times total. Lysate was transferred to a new microcentrifuge tube, and beads were rinsed with 300uL FA lysis buffer + 0.1% SDS and the remaining lysate was transferred to the same microcentrifuge tube. The cell lysate was transferred to 15 mL Bioruptor Pico tubes along with  $\sim 200 \mu\text{L}$  of the corresponding sonication beads (Diagenode C010200031) and sonicated using a Bioruptor Pico (Diagenode B01060010) for 10 cycles of 30 s ON followed by 30 s OFF. After sonication, samples were spun at 4°C for 30 min at 17 k RCF to pellet cellular debris, and  $\sim 900 \mu\text{L}$  of the chromatin-containing supernatant was saved.

### Chromatin Immunoprecipitation and sample washes following overnight immunoprecipitation

Beads and antibodies were incubated for >3 hours in an end-over-end rotator at 4°C and then rinsed once with 500uL FA Lysis buffer + 0.1% SDS + 0.05% Tween. All immunoprecipitations were performed in an end-over-end rotator at 4°C overnight in the presence of 0.5 mg/mL BSA (NEB B9000S). Each sample was washed in the following manner, with  $\sim 5$  minutes washing by incubating on an end-over-end mixer between each step: 2x washes with FA Lysis + 0.1% SDS + 0.05% Tween; 2x washes with Wash Buffer #1 (FA Lysis buffer + 0.25 M NaCl + 0.1% SDS + 0.05% Tween); 2x washes with Wash Buffer #2 (10 mM Tris, pH 8; 0.25 M LiCl; 0.5% NP-40; 0.5% sodium deoxycholate; 1 mM EDTA + 0.1% SDS + 0.05% Tween); and 1x wash with TE + 0.05% Tween.

After overnight incubation at 65°C, 5  $\mu$ L 10mg/mL RNase A was added to each sample and incubated for 1 hr at 37°C. 10  $\mu$ L of 800 U/mL Proteinase K (ThermoFisher Scientific, EO0491) was then added to each sample and incubated for 1 additional hour at 65°C.

Each sample was washed in the following manner, with ~5 minutes washing by incubating on an end-over-end mixer between each step: 2x washes with FA Lysis + 0.1% SDS + 0.05% Tween; 2x washes with Wash Buffer #1 (FA Lysis buffer + 0.25 M NaCl + 0.1% SDS + 0.05% Tween); 2x washes with Wash Buffer #2 (10 mM Tris, pH 8; 0.25 M LiCl; 0.5% NP-40; 0.5% sodium deoxycholate; 1 mM EDTA + 0.1% SDS + 0.05% Tween); and 1x wash with TE + 0.05% Tween.

### **Peak calling for figure S2A**

Peaks were defined as 150bp on either side of the summit. Peaks were ranked by fold-enrichment and we counted read coverage over the 500 most enriched regions using featureCounts (9).

### ***S. paradoxus* normalization factor**

Number of mapped read segments were calculated using SAMtools idxstats (10), from which number of reads assigned to the *S. paradoxus* genome were recovered. Total number of *S. paradoxus* reads for each sample was collected, excluding the rDNA due to its vast variability in copy number.

### **Peak filtering for anchor away experiment**

We evaluated goodness of fit by calculating the standard-deviation of the residuals for each peak (figure S4A). Those peaks that did not fit the non-linear regression model were excluded from further analysis (figure S4B,C). 

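Most sites without a fit in both replicates were close to chromosome ends. Of the 102 such sites, 62 were among the 93 subtelomeric ones, and these include all 25 sites within 300 bp of a chromosome end. Upstream of an ORF 13 of 223 sites had no fit. Among sites of no class it was 26 of 560. Of the 102 sites, 43 were not lower at 60 min and 59 were. At 77 sites only the series of replicate 1 failed and at 3 only that of replicate 2. At 62 sites the fit did not converge in at least a single replicate, and the others had p of 0.05 or more for the log of the rate. The library of replicate 1 at 30 min had the fewest reads. Its median signal was 135.6% of 0 min within 300 bp of chromosome ends and 71.6% at the other subtelomeric sites. In replicate 2 these were 72.6% and 43.2%. Whether that library made fits fail is not settled here.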

We found 227 Rap1 peaks that were centered over tRNA genes or Ty elements (figure S4A). These loci all displayed relatively short apparent residence times and fit the non-linear regression model well (figure S4A,B). Despite this, we excluded them from further analysis as there is no known connection between Rap1 and Pol III transcribed genes, and it is known that highly transcribed loci are often artifacts of hyper-ChIPability (11, 12). 

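Rap1 sites over tRNA genes, which RNA polymerase III transcribes, were uniform. All 239 fitted the decay in both replicates, with residence times from 7.37 to 12.4 min and a median of 8.44 min (quartiles 8.14 and 8.71). Their median 0 min signal was 102 (quartiles 88.5 and 119), near the 107 at sites of no class and the 119.3 over all sites and under the 319 at sites upstream of an ORF. Of the 61 analysed sites in the shortest quartile, 43 (70.5%) had a 0 min signal at or under 164, the 95th percentile of the tRNA sites, against 31 of the other 182 (17.0%). Sites were assigned by overlap of the window with an annotated tRNA gene of the R64 assembly, and Ty elements were not used here.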

The 377 peaks used in the analyses for figures 5, S3, and S4 represent peaks that fit the non-linear regression model and were within 300bp upstream of an ORF and/or located in the subtelomeric region (defined as 15kb from the ends of chromosomes).

### **TIF-seq and NET-seq datasets (previously published)**

To visualize summary distribution plots of elongating RNA polymerase II signal as they related to Rap1 binding sites and dwell-time, we first defined full transcripts spanning from transcription start sites (TSSs) to poly-A tracts by identifying the most abundant, stable transcript isoforms in a dataset generated by TIF-seq (Transcript IsoForm sequencing; GEO Accession GSE39128) (13). We then averaged the corresponding Native Elongating Transcript sequencing signal (NET-seq) from four biological replicates in GEO Accession GSE159603 (14). The positions of the full transcripts were also used to define the regions shown in Figure S2.

Figure S1

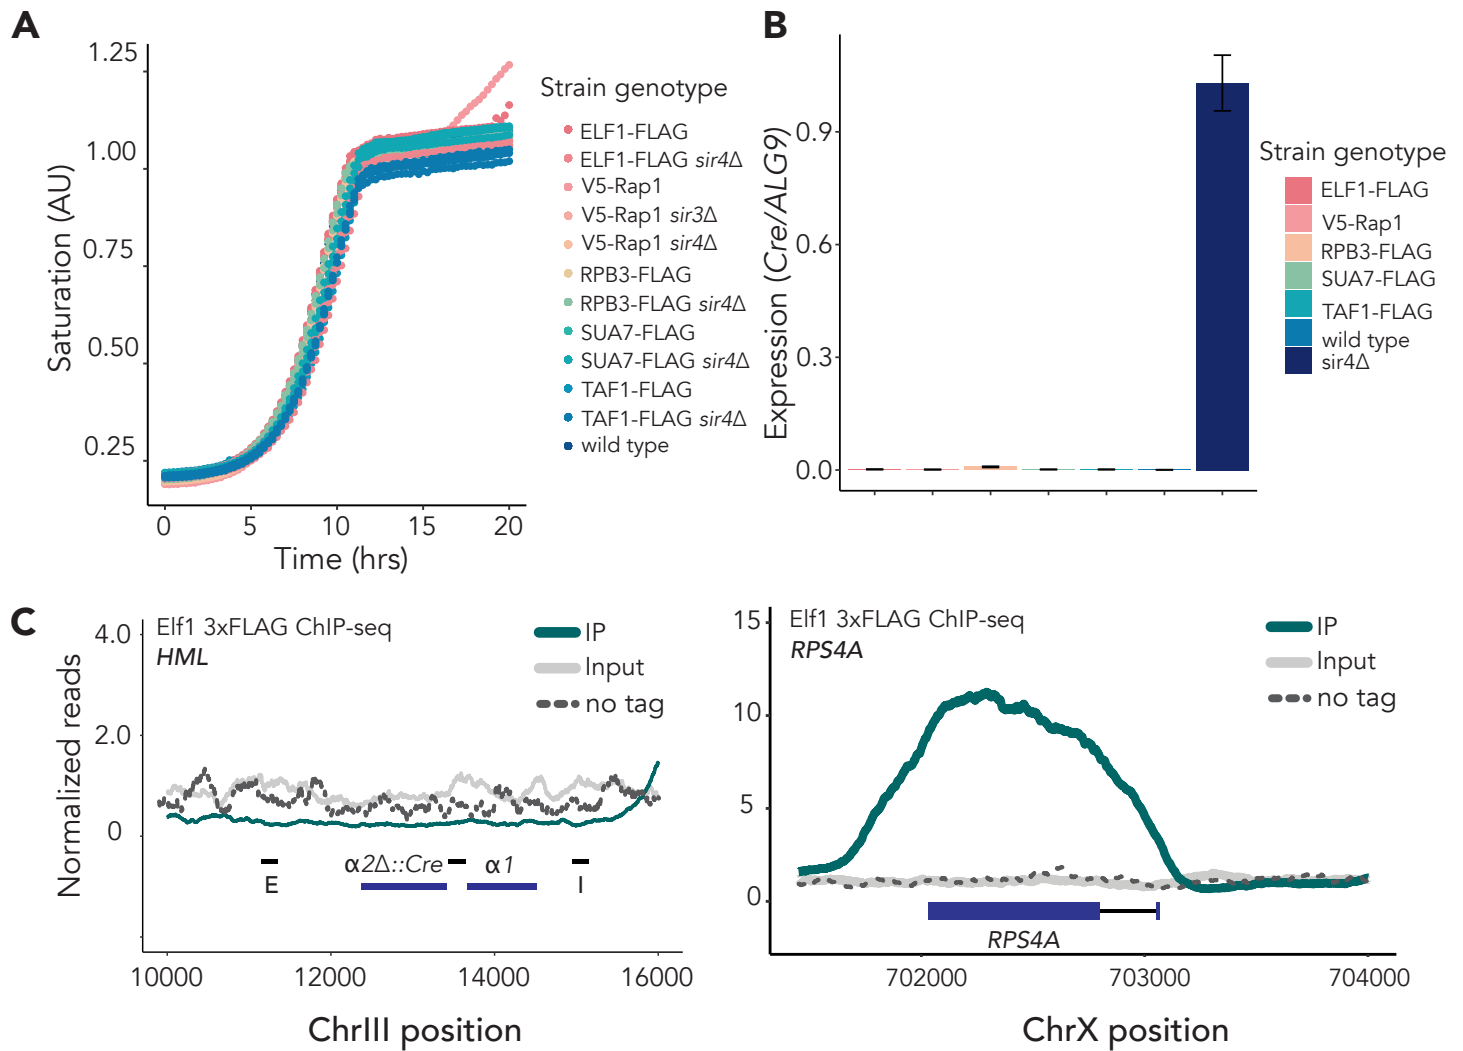

**Figure S1.** Validation of endogenously-tagged strains showed no silencing or growth defects.

- A. Growth curves for representative strains for each of the genotypes listed over 20 hours.
- B. RT-qPCR quantification of Cre expression at *hmla2Δ::Cre* in representative strains for each of the genotypes listed, normalized to the control locus ALG9. Error bars  $\pm$  SD.
- C. Averaged normalized reads for ChIP-seq of two Taf1-3xFLAG samples at HML (left) and RPS4A (right) in SIR cells. Black bars represent 200 bp surrounding Rap1 binding sites at HML-E, HML-p and HML-I, respectively. IP samples are shown in dark green, input values are in light grey, no tag control values are in dark gray. Coverage for only one sample is plotted for input. IP, input, and no tag control are plotted on the same scale.

Figure S2

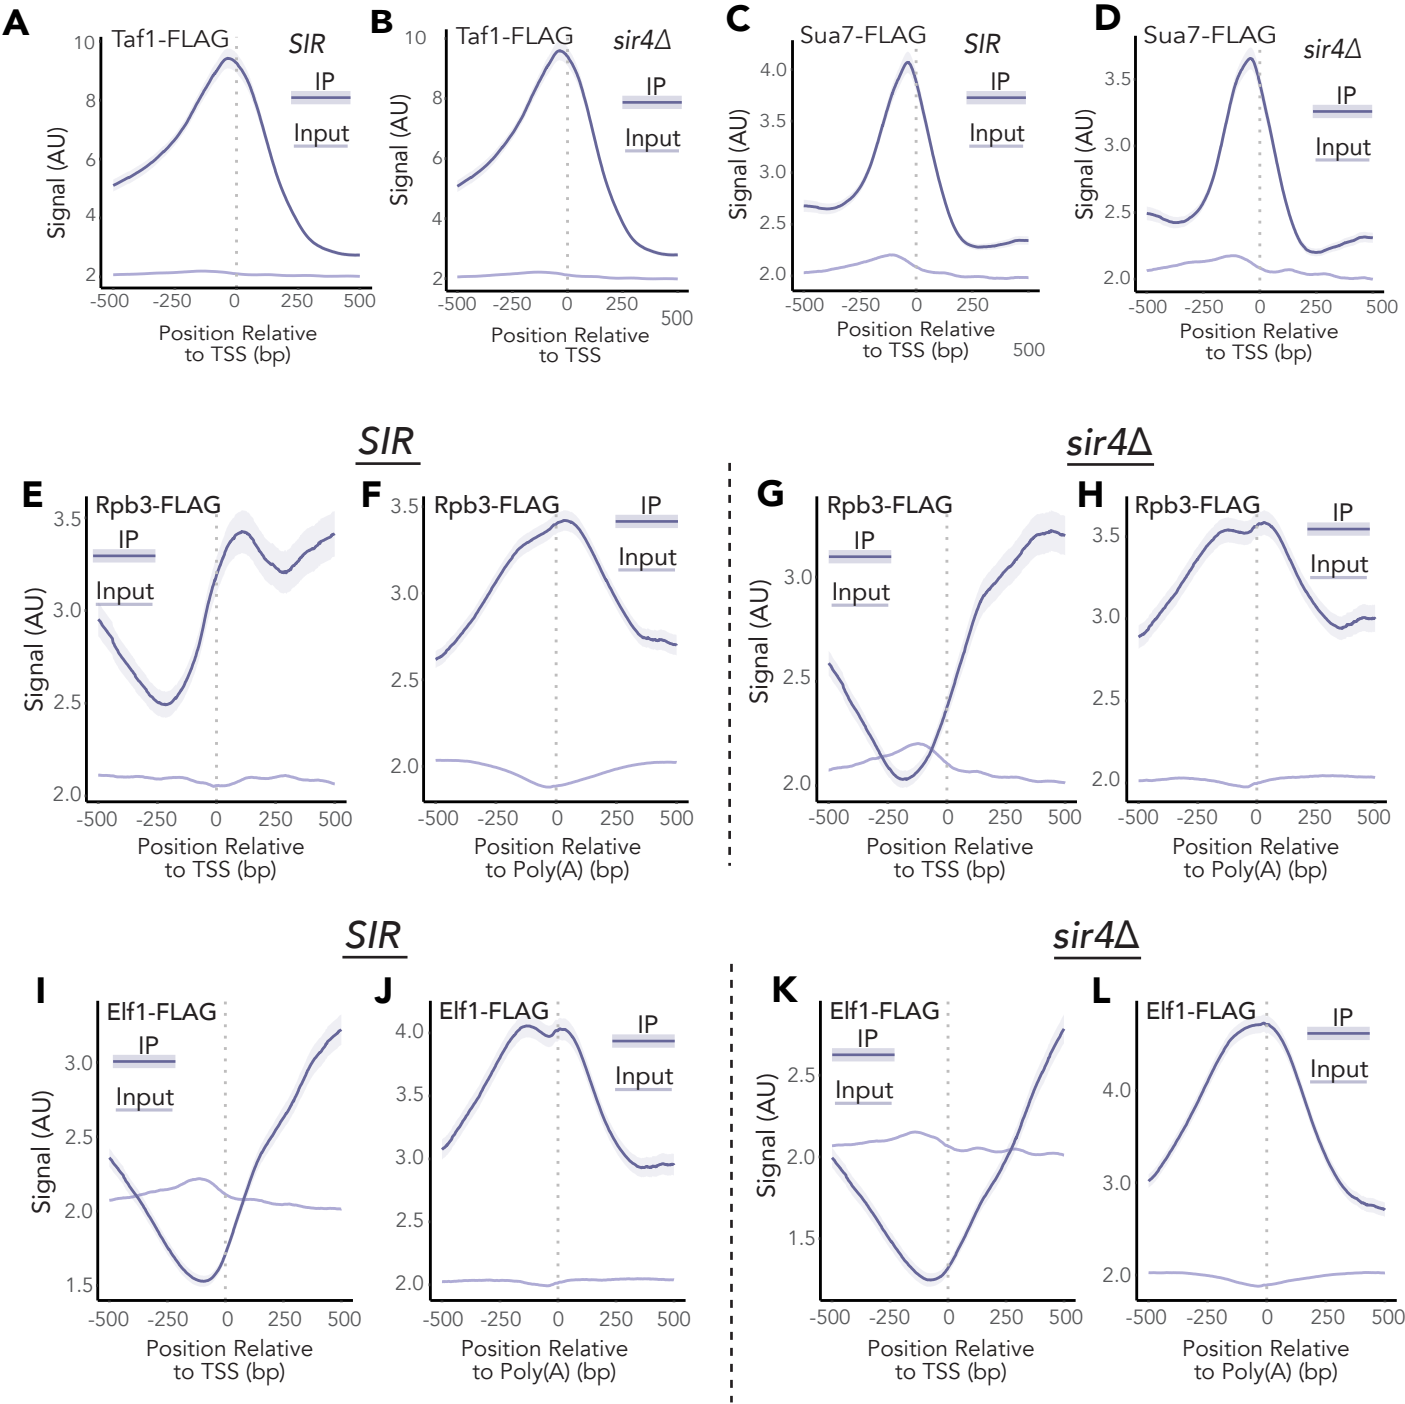

**Figure S2.** Summary distribution plots of each FLAG-tagged transcription associated protein show expected enrichment over promoters and gene bodies. In each plot, IP signal is plotted in dark purple, paired DNA input signal is plotted in light purple on the same scale. TSS and Poly(A) were defined from (13) as described in the Supplementary Methods above. Shaded regions around the IP values represent 95% CI.

- A. The signal average of two Taf1-FLAG ChIP-seq experiments plotted -500 to +500 bp around the transcription start site (TSS) in *S/R* cells.
- B. Same as (A) in *sir4* $\Delta$  cells.
- C. The signal average of two Sua7-FLAG ChIP-seq experiments plotted -500 to +500 bp around the transcription start site (TSS) in *S/R* cells.
- D. Same as (C) but in *sir4* $\Delta$  cells.
- E. The signal average of two Rpb3-FLAG ChIP-seq experiments plotted -500 to +500 bp around the transcription start site (TSS) in *S/R* cells.
- F. The signal average of two Rpb3-FLAG ChIP-seq experiments plotted -500 to +500 bp around the Poly(A) tract in *S/R* cells.
- G. Same as (E) but in *sir4* $\Delta$  cells.
- H. Same as (F) but in *sir4* $\Delta$  cells.
- I. The signal average of two Elf1-FLAG ChIP-seq experiments plotted -500 to +500 bp around the transcription start site (TSS) in *S/R* cells.
- J. The signal average of two Elf1-FLAG ChIP-seq experiments plotted -500 to +500 bp around the Poly(A) tract in *S/R* cells.
- K. Same as (I) but in *sir4* $\Delta$  cells.
- L. Same as (J) but in *sir4* $\Delta$  cells.

Figure S3

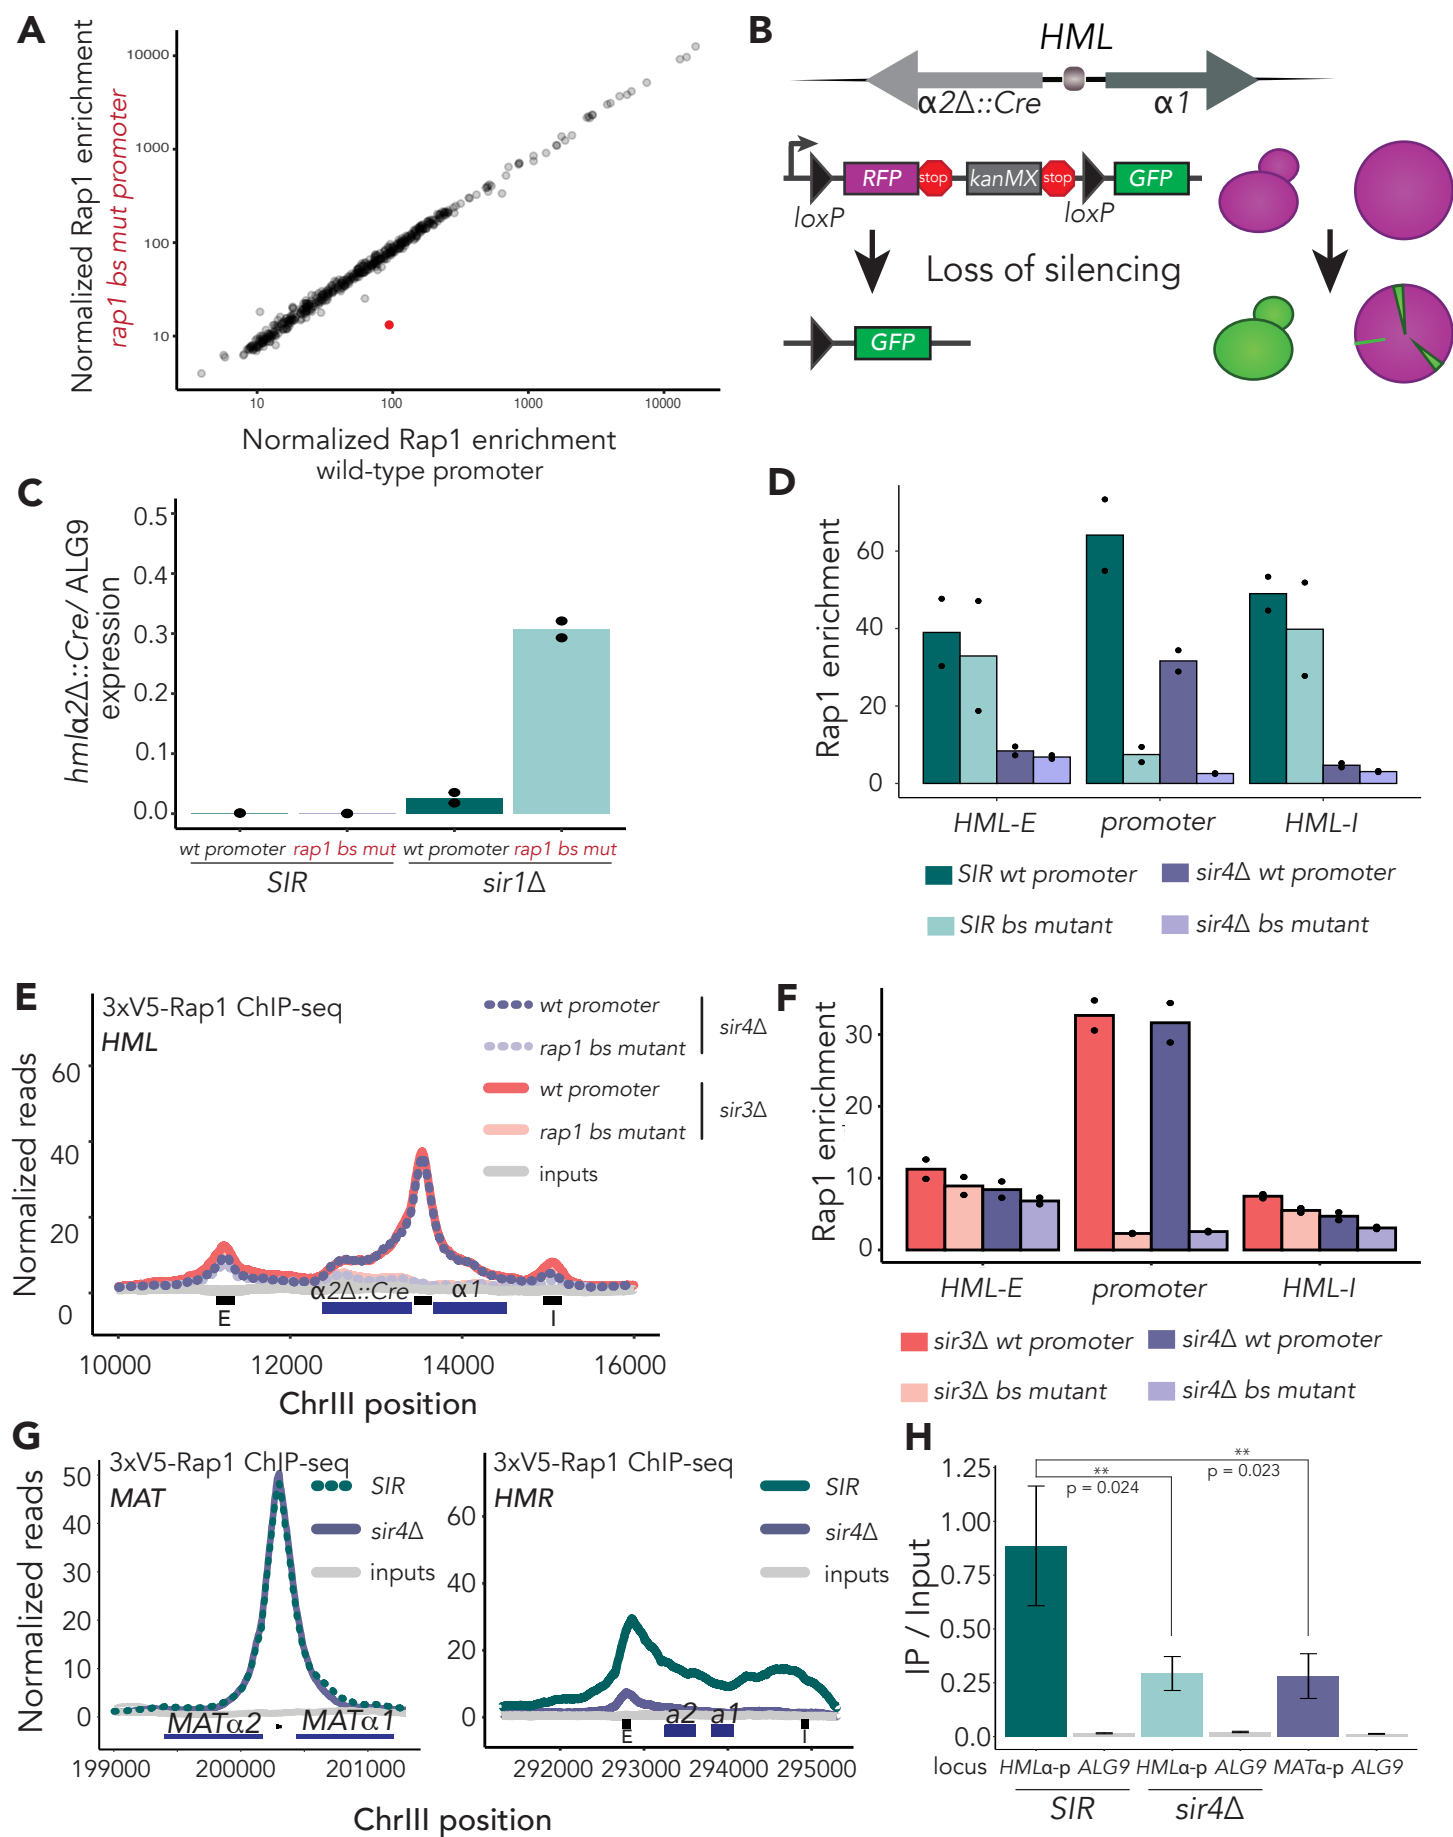

**Figure S3.** Rap1 bs mutant uniquely affects binding and silencing at *HML-p*

- A. Normalized Rap1 ChIP signal for top 500 peaks as defined by MACS in cells with or without the rap1 bs mutation at *HMLp*. Plotted values represent the average of two biological replicates. The peak corresponding to *HMLp* is shaded in red and is the most significantly different between the two.
- B. CRASH assay experimental design. In this strain, *HML $\alpha$ 2* is replaced with Cre recombinase (*hml $\alpha$ 2 $\Delta$ ::Cre*). A cassette in which an *RFP* and a selectable marker are flanked by loxP sites and driven by the strong *TDH3* promoter resides at the unrelated *URA3* locus. Downstream of loxP-RFP-kanMX-loxP is GFP with no promoter. Upon loss of silencing at *HML*, Cre expression induces an irreversible switch from RFP-kanMX expression to GFP expression (supp fig 2B). In a colony, GFP-positive sectors represent a loss-of-silencing event that was enough to allow expression of even one Cre transcript in the cell at the vertex of the sector, with the subsequent progeny represented in the growth outwards.
- C. RT-qPCR of Cre transcripts from *hml $\alpha$ 2 $\Delta$ ::Cre* in *SIR* and *sir1 $\Delta$*  cells, with and without the rap1 bs mutation at the promoter. mRNA quantification was normalized to *ALG9* expression. Black dots represent individual replicates with the mean shown as colored bars.
- D. Quantification of Rap1 enrichment from figure 2A and 2E over each of the three black bars representing *HML-E*, *HML-I*, and *HML-P*. Black dots represent individual replicates with the mean shown as colored bars.
- E. Normalized reads mapped to *HML* in 3xV5-Rap1 ChIP-seq experiments. *sir4 $\Delta$*  wild-type *HMLp* and rap1 bs mutant *HMLp* cells are in dark and light purple, respectively. *sir3 $\Delta$*  wild-type *HMLp* and rap1 bs mutant *HMLp* cells are in dark and light pink, respectively. Light grey represents input samples. Each plot is the average of two biological replicates. Light grey represents input samples. Black bars along x-axis represent 200 bp surrounding Rap1 binding sites at *HML-E*, *HML-p*, and *HML-I*, respectively. IP and input values are plotted on the same scale.
- F. Quantification of Rap1 enrichment from (E) over each of the three black bars representing *HML-E*, *HML-I*, and *HML-P*. Black dots represent individual replicates with the mean shown as colored bars.
- G. (Left) Normalized reads mapped to *MAT* in two 3xV5-Rap1 ChIP-seq experiments, averaged. (Right) Normalized reads mapped to *HMR* in two 3xV5-Rap1 ChIP-seq experiments, averaged. Dark green lines represent *SIR* cells. Dark purple lines represent *sir4 $\Delta$*  cells. Grey lines represent input samples. The Rap1 binding site at the bidirectional promoter is represented by a black line on the x-axis (left). Black bars along x-axis represent 200 bp surrounding *HMR-E*, *HMR-p*, and *HMR-I*, respectively. IP and input values are plotted on the same scale.
- H. ChIP-qPCR of 3xV5-Rap1 IP / Input enrichment at the *HML $\alpha$* -promoter in *SIR* and *sir4 $\Delta$* , and at the *MAT $\alpha$*  promoter, and each at a negative control locus *ALG9*. N = 3; Unpaired t-test p = 0.024 between *HML $\alpha$* -promoter in *SIR* and *sir4 $\Delta$* ; p = 0.023 between *HML $\alpha$* -promoter and *MAT $\alpha$*  promoter.

Figure S4

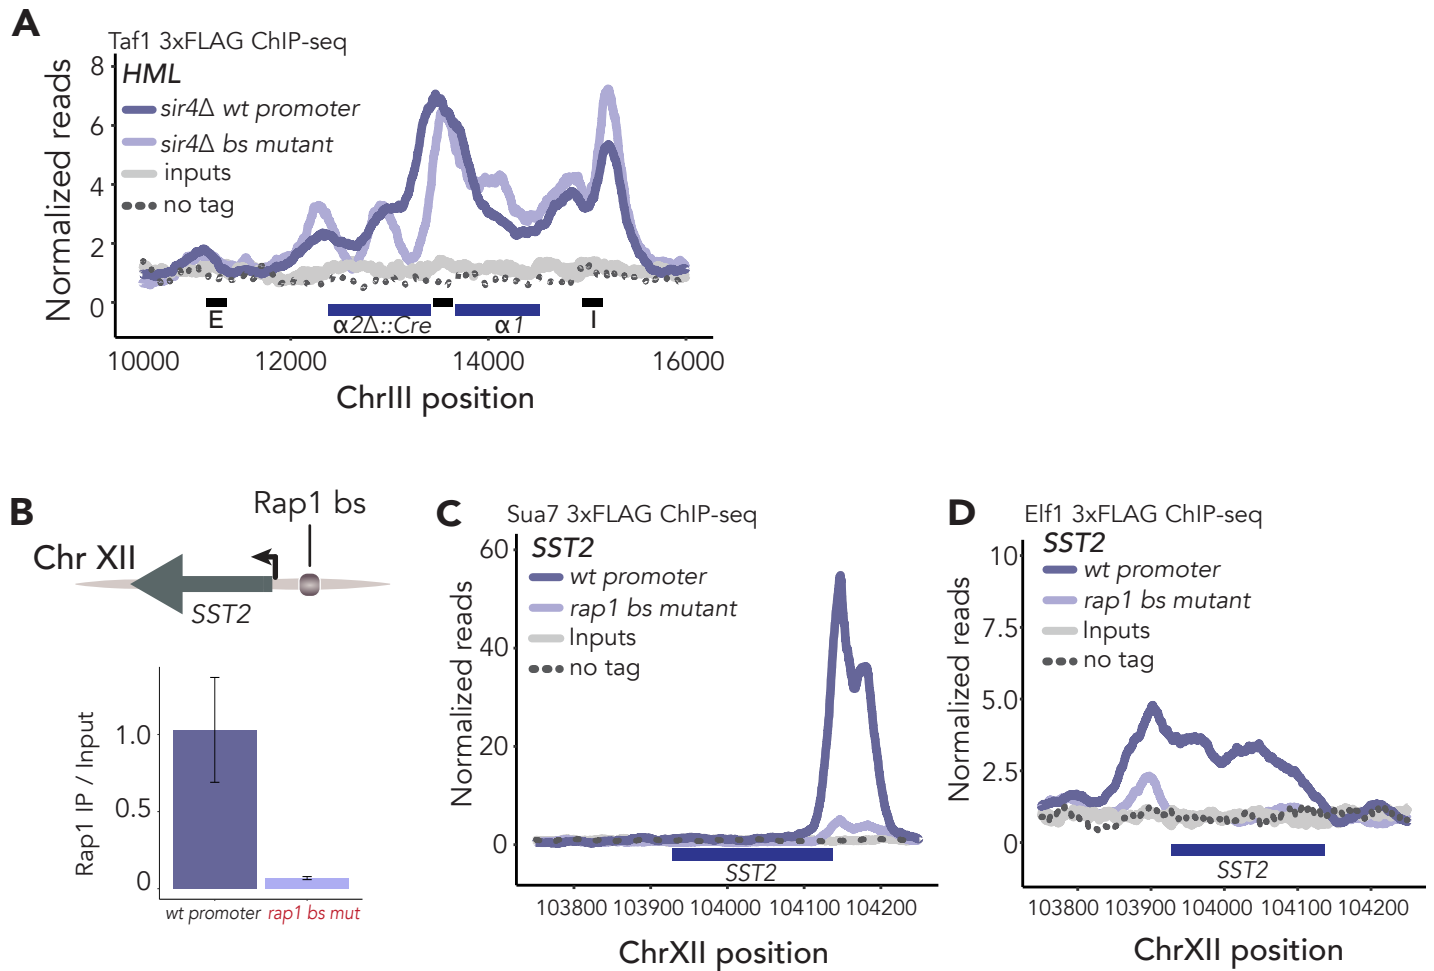

**Figure S4.** The role for Rap1 in promoting transcriptional elongation may be specific to the unique promoter architecture of *HML*.

- Normalized reads mapped to *HML* in two Taf1-FLAG ChIP-seq experiments for wild-type and mutant Rap1 binding motif at the promoter in *sir4Δ* cells. IP, input, and untagged controls are plotted on the same scale.
- (Top) Schematic of the *SST2* locus on ChrXII with a Rap1 binding site indicated. (Bottom) Bar graph representing the data from two V5-Rap1 ChIP-qPCR samples probing the enrichment of Rap1 at a wild type and *rap1 bs mutant* promoter. Rap1 IP is normalized to input DNA quantified at the same locus.
- Normalized reads mapped to *SST2* in two Sua7-FLAG ChIP-seq experiments for wild-type and mutant Rap1 binding motif at the promoter in *sir4Δ* cells. IP, input, and untagged controls are plotted on the same scale.
- Same as (C) but for Elf1-FLAG ChIP samples.

Figure S5

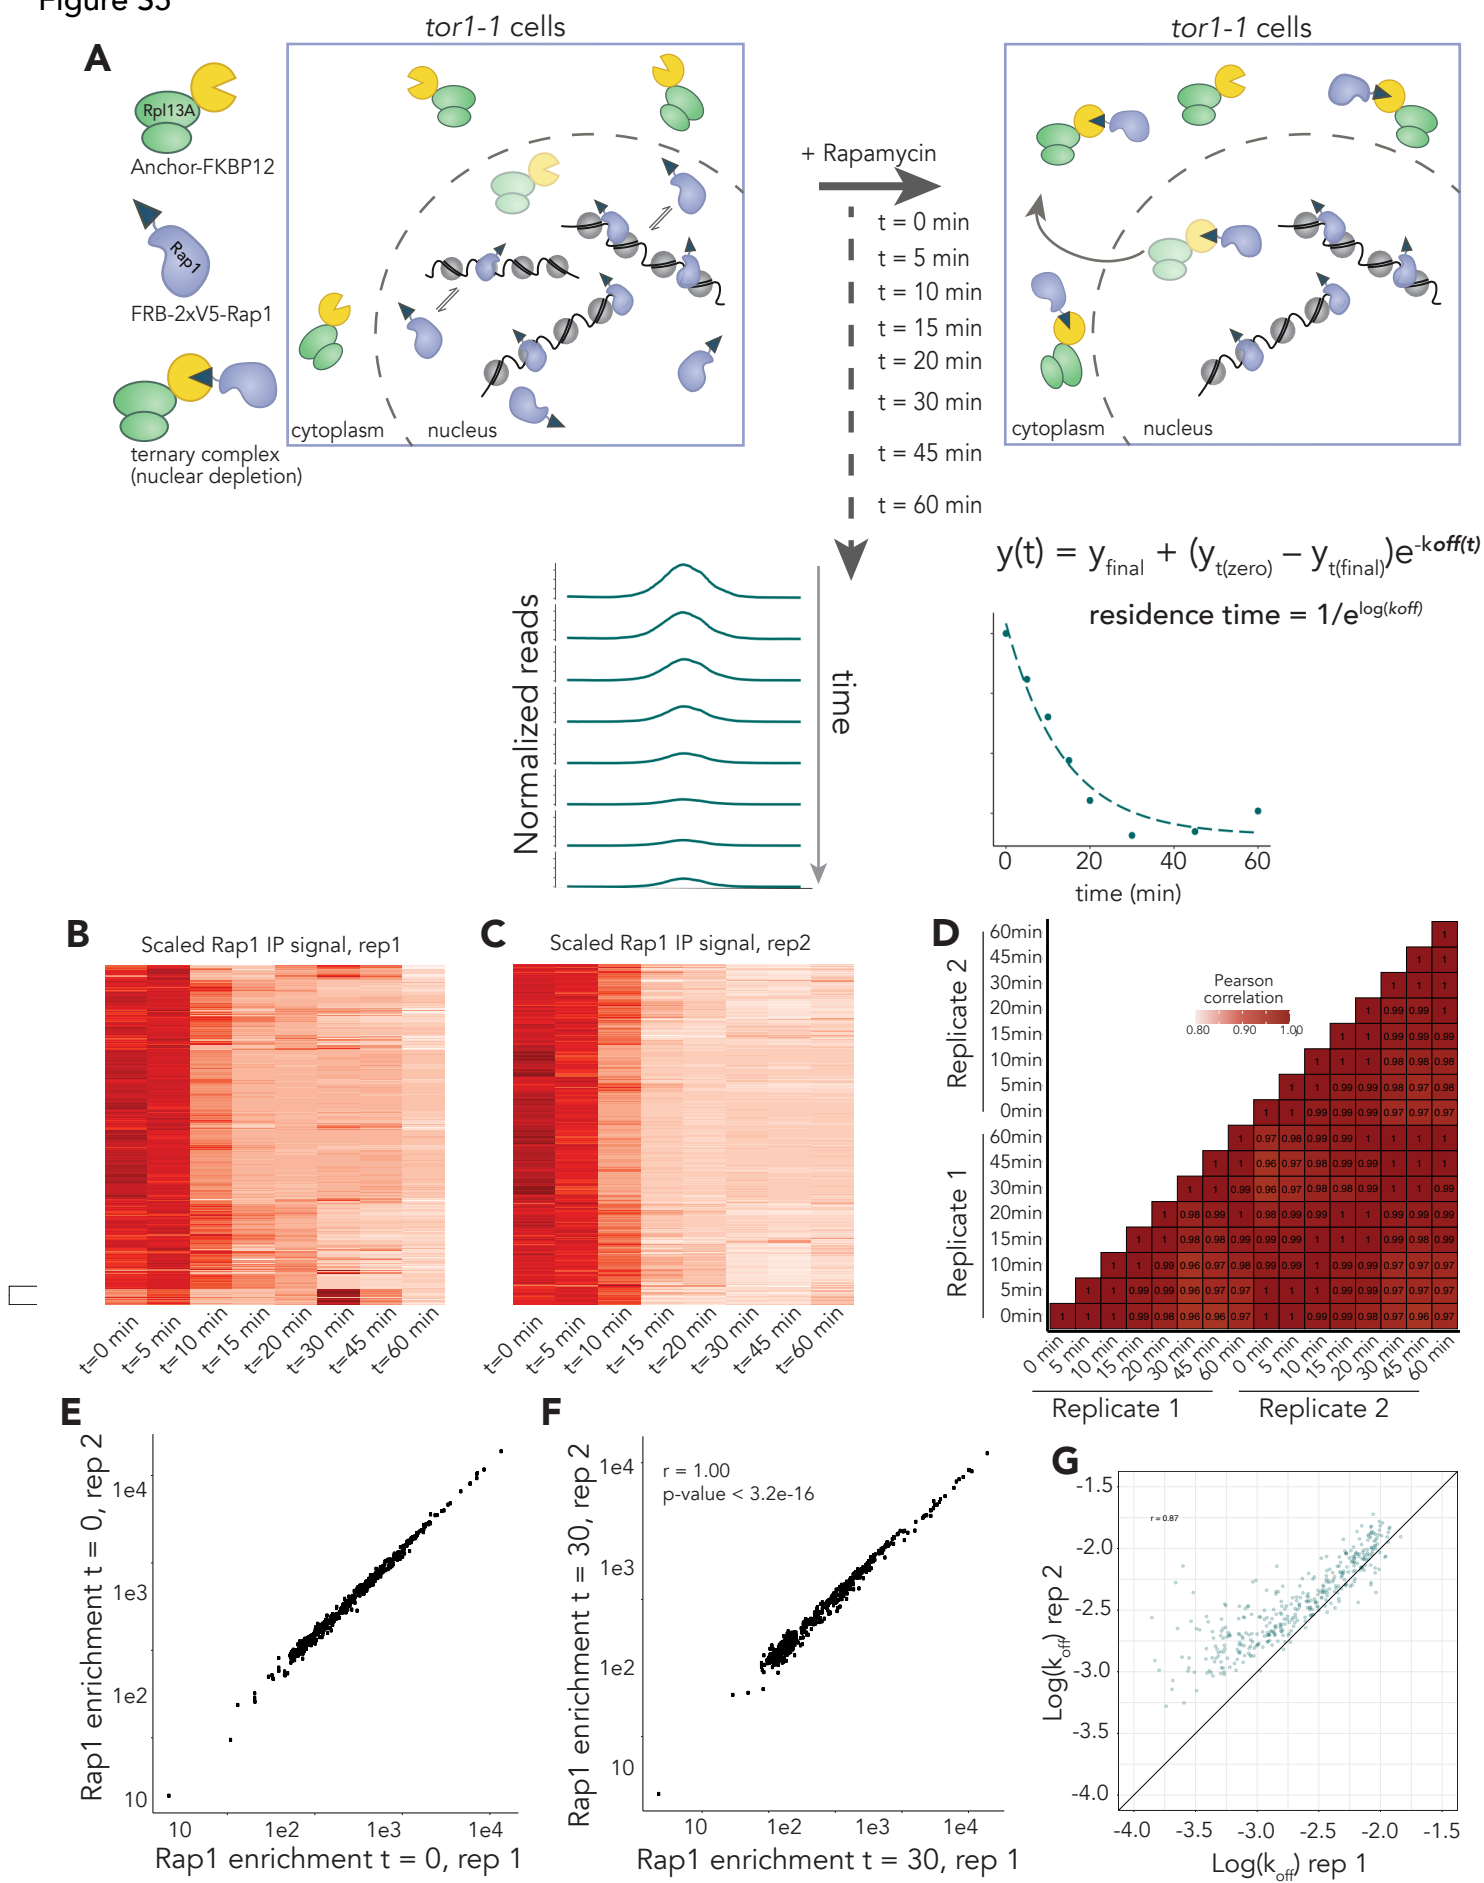

**Figure S5.** Design and validation of Rap1 anchor away experiment in biological duplicates.

- A. Experimental setup for Anchor Away. A strain harboring a *2xV5-FRB* (FK506 binding protein–rapamycin binding domain) tag at amino-acid 134 in the N-terminus of the protein and the requisite *RPL13a-FKBP12* fusion protein, to which rapamycin binds and establishes an interaction surface for the FRB domain, was constructed. Normalized peaks were fit to a non-linear regression model and the k-off rate was extracted.
- B. Clustered heatmaps of normalized peak coverage over the Anchor Away time-course for biological replicate 1.
- C. Same as (B) but for biological replicate 2.
- D. Pearson correlation coefficients, scaled by color, for each pairwise comparison of each time point in two biological replicates.
- E. Correlation between Rap1 enrichment at time = 0 (DMSO) in replicate 1 on x-axis, and Rap1 enrichment at time = 0 in replicate 2 on y-axis. Pearson correlation  $r = 1.00$ , p-value  $< 2.2e-16$ .
- F. Same as (E) but for timepoint  $t = 30$  minutes after addition of rapamycin. Pearson correlation  $r = 1.00$ , p-value  $< 2.2e-16$ .
- G. Correlation between the calculated  $\log(k_{\text{off}})$  values for all 377 analyzed peaks for biological replicate 1 on x-axis and replicate 2 on y-axis. Pearson correlation  $r = 0.87$ .

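The log of the rate at the 243 analysed sites had a Pearson's r of 0.867 between replicates 1 and 2 and a Spearman's rho of 0.892 (permutation p = 1e-05 for each, the smallest that the resamples give, and over sites, which are not independent replicates). The Rap1 signal itself had a Pearson's r of 0.994 between replicates at 0 min and of 0.993 at 30 min over all 1118 sites, with Spearman's rho of 0.990 and 0.955. The level differed more than the order of sites: the median ratio of replicate 2 to replicate 1 was 1.47 at 0 min, 1.06 at 30 min and 1.45 at 60 min.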

Figure S6

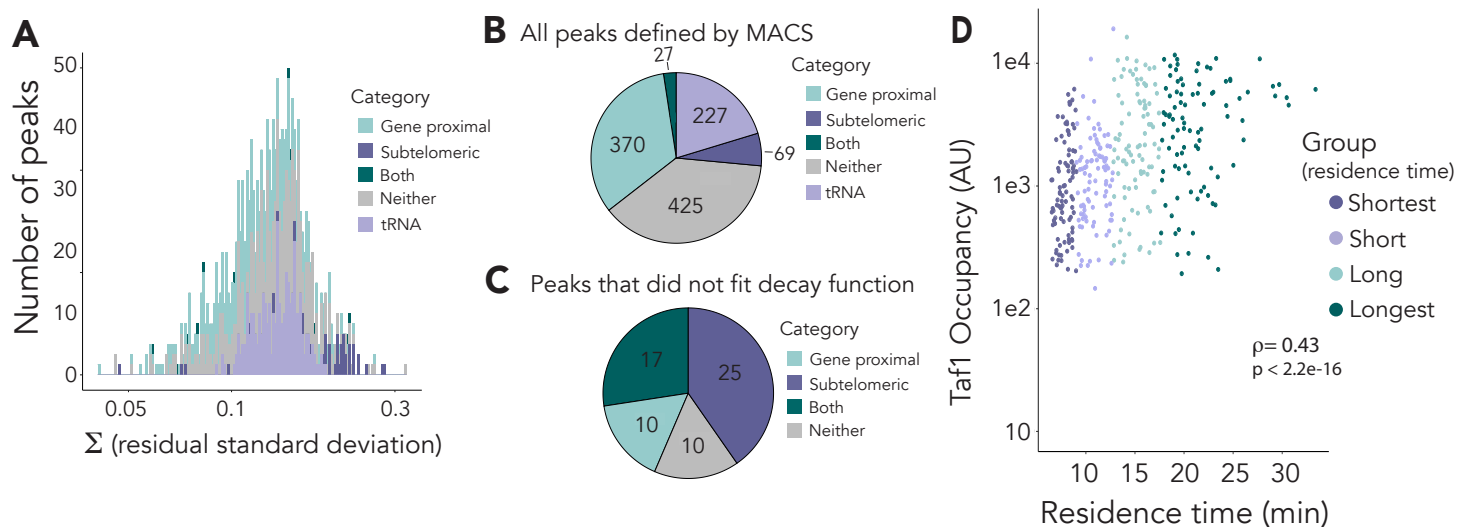

**Figure S6.** Peak filtering and analysis of subtelomeric Rap1 apparent residence times. All data represent the average of two biological replicates.

- A. A histogram quantifying the standard-deviation of the residuals for each peak that had a calculated p-value of the log(koff) < 0.05 (n=1056). Peak classifications are denoted by colors in legend.
- B. A pie chart representing the breakdown of peak classifications of all peaks defined by MACS (see Methods) by number (total = 1118).
- C. A pie chart representing the breakdown of peaks, by classification, from (C) that did not fit the decay function (p-value of the log(koff)) > 0.05 (total = 62).
- D. Correlation between Rap1 apparent residence time (x-axis) and Taf1 enrichment at corresponding Rap1 peaks. Spearman correlation coefficient  $\rho = 0.43$ , p-value < 2.2e-16.

**Dataset S1:** Strain table including genotypes for samples used in this study.

**Dataset S2:** Oligonucleotides used in this study including those for strain construction and qPCR.

**Dataset S3:** Chromosomal positions, coverage, and fold difference of Rap1 peaks used for coverage quantifications in figure S2A.

**Dataset S4:** *S. paradoxus* read counts for each sample in the anchor away experiments.

**Dataset S5:** A table containing positional information for 1118 Rap1 peaks, and the normalized count data associated with each.

**Dataset S6:** A table containing positional information, associated genes, apparent residence times, and other characterizations for each of the 377 Rap1 peaks that were analyzed in figure 5.

## SI References

1. M. E. Gelbart, T. Rechsteiner, T. J. Richmond, T. Tsukiyama, Interactions of Isw2 Chromatin Remodeling Complex with Nucleosomal Arrays: Analyses Using Recombinant Yeast Histones and Immobilized Templates. *Mol Cell Biol* **21**, 2098–2106 (2001).
2. M. Brothers, J. Rine, Mutations in the PCNA DNA Polymerase Clamp of *Saccharomyces cerevisiae* Reveal Complexities of the Cell Cycle and Ploidy on Heterochromatin Assembly. *Genetics* **213**, 449–463 (2019).
3. D. Goodnight, J. Rine, S-phase-independent silencing establishment in *Saccharomyces cerevisiae*. *eLife* **9**, e58910 (2020).
4. S. Kubik, *et al.*, Nucleosome Stability Distinguishes Two Different Promoter Types at All Protein-Coding Genes in Yeast. *Molecular Cell* **60**, 422–434 (2015).
5. H. Haruki, J. Nishikawa, U. K. Laemmli, The Anchor-Away Technique: Rapid, Conditional Establishment of Yeast Mutant Phenotypes. *Molecular Cell* **31**, 925–932 (2008).
6. M. Fouet, J. Rine, Limits to transcriptional silencing in *Saccharomyces cerevisiae*. *Genetics* **223**, iyac180 (2023).
7. G. Monaco, *et al.*, flowAI: automatic and interactive anomaly discerning tools for flow cytometry data. *Bioinformatics* **32**, 2473–2480 (2016).
8. R. Janke, G. A. King, M. Kupiec, J. Rine, Pivotal roles of PCNA loading and unloading in heterochromatin function. *Proc Natl Acad Sci U S A* **115**, E2030–E2039 (2018).
9. Y. Liao, G. K. Smyth, W. Shi, featureCounts: an efficient general purpose program for assigning sequence reads to genomic features. *Bioinformatics* **30**, 923–930 (2014).
10. H. Li, *et al.*, The Sequence Alignment/Map format and SAMtools. *Bioinformatics* **25**, 2078–2079 (2009).
11. P. J. Park, ChIP-Seq: advantages and challenges of a maturing technology. *Nat Rev Genet* **10**, 669–680 (2009).
12. L. Teytelman, D. M. Thurtle, J. Rine, A. van Oudenaarden, Highly expressed loci are vulnerable to misleading ChIP localization of multiple unrelated proteins. *Proc Natl Acad Sci U S A* **110**, 18602–18607 (2013).
13. V. Pelechano, W. Wei, L. M. Steinmetz, Extensive transcriptional heterogeneity revealed by isoform profiling. *Nature* **497**, 127–131 (2013).
14. M. Couvillion, *et al.*, Transcription elongation is finely tuned by dozens of regulatory factors. *eLife* (2022) <https://doi.org/10.7554/eLife.78944> (February 21, 2023).

How the deposited data were processed for this re-analysis (not part of the article)

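Rap1 was followed by ChIP-seq in SIR cells during its removal from the nucleus, in 16 libraries from 2 strain isolates at 8 times from 0 to 60 min of rapamycin, with 2 input libraries at 0 min. The values come in 2 kinds. The authors' signal is the number of reads in a window of 150 bp on either side of a MACS3 summit, per 1000000 S. paradoxus reads of the library. The authors' S. paradoxus read counts are whole numbers, each for a whole library, and do not include the rDNA. Upstream of both, the paper and the labels name CASAVA 2.2, Bowtie2 and SAMtools without further versions, and a joined genome of S. paradoxus CBS432 and a modified sacCer3. Replicates were not pooled. Multiplied by the S. paradoxus reads, 100% of the signal values came within 0.01 of a whole number of reads. The reads inside windows given here are these products, rounded. They were not used as counts for tests, because too few values lie near a single read to establish the step size. Count tests were therefore not run.

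Positions are 1-based and follow the modified sacCer3 of the deposited table. A single table line that is no site was left out, and 14 columns of other input libraries were not used. Gene names, tRNA genes and neighbours came from the R64 annotation. A site was called upstream of an ORF when its summit lay within 300 bp before the start, subtelomeric within 15 kb of a chromosome end, and a tRNA site when its window overlapped a tRNA gene. Ty elements are not in that annotation and were not excluded.

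The changes over time were tested with limma 3.58.1 in R 4.3.3 on log2(signal + 1), with time as a factor, all 16 ChIP libraries sharing the estimate of the spread and no replicate term, 2-sided, with Benjamini-Hochberg adjustment over the 1118 sites and a threshold of 0.05. The decay was fitted with nls and SSasymp for each site and replicate, leaving 5 residual degrees of freedom in each fit. A site passed when the log of the rate had p under 0.05 in both replicates. Residence time is the inverse of the geometric mean of the rates. Differences between sites carry 95% intervals from the standard errors of the fits. Groups of sites were compared by permuting 100000 times the difference of medians, 2-sided, and adjusted over the groups. Correlations across sites have permutation p-values with the same number of resamples. Other steps used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

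The tests, the 7 gene lists, the rule for named sites and most alternatives were chosen before the deposited tables were examined. The paper's Datasets S4 to S6 had been read by then. By the paper's description they hold the S. paradoxus reads, the normalized counts and the residence times of the same experiment. The choices were therefore not made without knowledge of the data. The rule names the loci that the paper names for Rap1 binding, the 10 analysed sites with the longest and the 10 with the shortest residence time, the 10 sites with the largest fall and up to 10 with the smallest fall or a rise among those with a 0 min signal of at least 50, and up to 4 sites of each list with the highest signal. TAR1, RRT15 and the site of RPS30B and SER1 fall outside the rule and were named after their values were seen. Alternatives covered the pseudocount (0.1 and 5), a signal minimum of 50, scaling to the total over all sites, the replicate block, the plateau, the first times, residuals on the log scale, a stricter p under 0.01, the 500 bp distance and leaving out libraries.

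The median window had 207 reads in the median ChIP library, and windows with fewer reads carry a larger counting error. Data were simulated for 60 against 0 min over 1118 sites, with 50 sites changed at each size and noise (SD 0.277) independent between sites. There limma found 8 of 50 falls of 0.5 on the log2 scale and 40 of 50 falls of 1. It found all 50 of 2 and of 4, with 5 false calls. The real libraries share a shift over sites and fell at nearly all sites, so these rates need not carry over to them. The decay fit was tested on 1000 simulated decays. At a noise of 0.02 of the value the median error of the residence time was 2.44%, at 0.1 it was 11.0% and at 0.2 it was 19.1%, and 85% passed at 0.2. The test of RP sites at like signal gave 1.03 for a true ratio of 1 (permutation p = 0.552) and 1.38 for a true ratio of 1.3 (permutation p = 1e-05).

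Same-numbered libraries come from the same strain isolate, as the labels state, so the numbers pair them. The correlations of their deviations from the time means over the 28 pairs of times ran from -0.208 to 0.408, with a median of 0.168. The estimated standard error was the same at all sites, so the spread was pooled over them and very small p-values do not measure replication. A shift shared by all sites made up 76.5% of the squared log2 differences between replicates over all times, from 0.24% at 20 min to 94.0% at 0 min, and the adjusted p-values from limma do not carry that dependence. The sir4∆ libraries and the signal of the no-tag libraries were not analysed here, since no column of the table could be matched to them. The no-tag ChIP and input are known only by their S. paradoxus reads, 34043 and 96141.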

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

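All tests of an explanation in this part were chosen after the results were seen.

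Sites next to chromosome ends lost little Rap1 signal (median 80.1% of 0 min at 60 min over the 25 sites within 300 bp), and the paper does not discuss them apart. The sequences around these sites were not checked. Reads that align to several chromosome ends may be shared among the windows, so the sites may not be separate measurements. In all 32 subtelomeric sites did not pass the test for a fall, though all 32 were below 0 min in both replicates and 8 passed with the replicate as a block. S. paradoxus reads aligned to these windows would give the same scaled signal in every library. Replicate 2 was 1.39 times replicate 1 at 0 min over the 32 sites (1.11 to 1.68), near the 1.47 of the sites that fell. That argues against such reads as the whole signal. At 60 min the median ratio was 1.26 at the 32 sites and 1.45 over all sites, so such reads as a part of it stay open. A background of the size seen elsewhere is argued against by the 60 min ChIP signal, which had a median of 7.03 times the 0 min input (8.69 and 5.36 in replicates 1 and 2, against 95th percentiles of 2.26 and 1.43 over all 1118 sites). This covers the 25 of the 32 sites over that percentile in both replicates, and for the other 7 such a background stays open. By position alone, the 97 sites within 15 kb had medians of 0.430 and 0.299, and the 25 next to the ends 7.95 and 4.15, with 16 of them over the percentile in both replicates. A background particular to chromosome ends stays open, since the no-tag signal was not analysed here, and no biological explanation was tested.

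Away from chromosome ends 13 sites did not pass the test either, with a median of 78.2% left, though 11 were below 0 min in both replicates and 6 passed with the replicate as a block, RPS22A (limma adjusted p = 0.0313) and RPL2A (0.0314) among them. Beside IXR1, GPD1 and RPS15 with RPP2A, they include RPS0A with 80.3% left, the promoter between YBL028C and RPL19B with 79.9%, RPS22A with 73.7% and RPL2A with 73.6%, which were picked after their values were seen. Stray S. paradoxus reads as the whole signal are argued against by a ratio of replicate 2 to replicate 1 of 1.57 at 0 min (1.31 to 1.71). At 60 min the median ratio was 1.33 at these 13 sites and 1.45 over all sites, so such reads as a part stay open. A background of the size seen elsewhere stays open: the 60 min ChIP signal had a median of 1.60 times the input (1.95 and 1.24 in replicates 1 and 2), over the 95th percentile of the sites that fell (1.56 and 0.980) but under that of all sites. A background particular to these sites stays open too, and no biological explanation was tested.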

How the results depend on the processing

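Of 160 alternatives computed, 123 were labelled the same and 37 not, 2 of which reversed. Tests had to keep the direction and the side of the threshold. Counts of sites had to stay within 1.5 times of the main count. So 601 or 910 sites lower at 10 min count as the same as 817. Other values had to move less than the SD of the replicates. A single replicate of a residence time, log rate difference or HML-p to MAT-p ratio could hardly fail that, since the mean includes it. The 500 bp version of the site groups, the sets without rDNA sites, the fit without a threshold and the version without replicate 1 at 30 min were chosen after the data were seen. For the values below the cause was not tested, except that leaving out samples leaves fewer of them. Scaling to the total over all sites also removes the fall that the sites share. Its higher sites and longer times therefore do not show a rise or a slower loss. Scaled to the total over all sites, 130 sites were higher at 60 min, 660 fitted the decay, and the residence times were 37.1 min at HML-p, 122 at HML-E and 36.1 at HML-I, while MAT-p, and so its difference from HML-p, could not be fitted. With the plateau fixed at 0 they were 17.5 at HML-p, 24.8 at MAT-p, 23.3 at HML-E and 17.9 at HML-I. Without 5 min they were 13.9, 14.3 and 13.6 at HML-p, HML-E and HML-I. Without 0 min they were 7.09, 10.0, 5.83 and 6.41, and on the log scale 12.5, 13.8, 13.6 and 12.9, in the order HML-p, MAT-p, HML-E, HML-I. The difference in the log of the rate, MAT-p minus HML-p, was -0.347 with the plateau at 0 and -0.346 without 0 min. The ratio of HML-p to MAT-p was 2.16 divided by input and 1.89 at 5 min. The ratio of residence times at RP sites to others lost its call with the plateau at 0 (1.23) and scaled to the total (1.31), and it ran from 1.23 to 1.98 over all settings. The difference of the translation factors, never past the threshold, reversed to 2.57 min with p under 0.01 and to 3.16 min at 500 bp. With 5 min as the start, the share left was 19.5% upstream of an ORF, 42.3% at subtelomeric sites, 11.2% at sites that are both, 16.2% at tRNA genes and 22.5% at the rest. Leaving out single libraries gave 0 to 1 sites higher at 60 min (1 without replicate 2 at 0 min), 1023 to 1093 lower at 60 min and 601 to 910 lower at 10 min, where the lone library is assumed to vary like the others. Single replicates gave shares of 43.4% to 47.2% at subtelomeric sites and 11.0% to 11.1% at sites that are both. With the replicate block 1087 sites were lower at 60 min, including all 1073, and 879 at 10 min. The block also raised RP sites lower at 10 min from 13 to 32, sites next to chromosome ends lower at 60 min from 3 to 6 and sites higher at 10 min from 1 to 4, and put MAT-p past the threshold at 10 min. These breakdowns by block, and the count of RP sites among the 10 longest times by setting, were made after the results were seen. The counts at 15 to 45 min, the group tests and the correlations were not run with it. The edgeR and DESeq2 alternatives and the comparison of RP sites over the incomplete copy of Dataset S6 were not run. With 2 libraries per time, simulated falls of 0.5 were mostly missed, in a simulation with independent noise and few changed sites.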

Differences from the paper's values

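In the paper 377 sites were analysed, and here 243. Some alternatives were set before the deposited tables were examined, with Datasets S4 to S6 already read. Of these, fixing the plateau at 0 and counting ORF starts within 500 bp (355 sites) came within 1.5 times of the paper's number. Leaving out 5 min (222), leaving out 0 min (221), the log scale (237), scaling to the total (176), p under 0.01 (218) and all sites that fit (1016) did not. With 500 bp and without the sites in the rDNA region, chosen after seeing the values, there were 352. The paper's results text gives 500 bp and its methods and figure legend 300 bp. In the copy of Dataset S6, which holds 376 sites, 179 of the 409 gene assignments found in the annotation were over 300 bp away, and the farthest was at 500 bp. Of the 243 sites, 240 are in that copy, and of the 355 sites 351. The gene assignments of the copy thus go up to the 500 bp of the results text, and they argue against 300 bp as the distance used for it. The main counts here keep 300 bp.

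The paper's quartiles hold 95, 95, 93 and 94 sites, and those here 61, 61, 60 and 61. With 500 bp they hold 89, 89, 88 and 89, within 1.5 times of the paper's.

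For the correlation of the 0 min signal with residence time the paper gives r = 0.45, and here it was 0.178. Of the alternatives set before the deposited tables were examined, only the sites of the copy of Dataset S6 gave the paper's value (0.45). All others differed from it by more than the replicate spread of 0.0074: 0.353 with the plateau at 0, 0.174 without 5 min, 0.141 without 0 min, 0.138 on the log scale, 0.149 scaled to the total, 0.182 with p under 0.01, 0.225 over all sites that fit, 0.209 with 500 bp, 0.160 and 0.171 with single replicates, 0.485 on log10 of the signal, 0.402 on ChIP over input and 0.188 on the signal of replicate 1. That spread comes from the r of each replicate over the same sites and does not measure the sampling error of r. The nearer values, such as 0.485 and 0.402, therefore need not differ from the paper's. Without the sites in the rDNA region, a set chosen after seeing the values that drops 2 sites, r was 0.439. With 500 bp it was 0.432.

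The paper has 104 RP sites, and here there were 48. Of the alternatives set before the deposited tables were examined, 500 bp (105) and all sites that fit (105) came within 1.5 times of it. The plateau at 0 (54), no 5 min (48), no 0 min (49), the log scale (50), scaling to the total (18), p under 0.01 (48), single replicates (48) and the list without RPP genes (46) did not.

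In the paper 62 of the 1118 sites had no fit, and here 102. None of the alternatives set before the deposited tables were examined came within 1.5 times of the paper's number: plateau at 0 gave 19, no 5 min 135, no 0 min 151, the log scale 114, the total 458 and p under 0.01 154. Counting sites whose fit converged in both replicates, with no threshold on p, gave 62, a setting chosen after seeing the values.

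The residence times printed in Fig. 4 for HML-p, MAT-p and HML-E match those here, and that of HML-I is about 15 min in Fig. 4C, read by eye, against 15.5 min.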

Other observations

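Of the tests of an explanation in this part, those on the ratio of HML-p to MAT-p were chosen after the result was seen, and the test of RP sites at like signal before it.

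At 5 min in rapamycin no site was lower or higher than at 0 min by limma's adjusted p, 39 were lower and none higher at an unadjusted p under 0.05, and the median log2 change was -0.11. The median signal at 5 min was 86.5% of 0 min at tRNA genes, 96.1% upstream of an ORF, 101.6% at RP sites and 108.7% within 300 bp of chromosome ends. By 15 min these groups stood at 17.4%, 38.1%, 59.2% and 78.2%. At 30 min the sites next to chromosome ends were at 135.6% in replicate 1, the library with the fewest reads, and at 72.6% in replicate 2. At 10 min a single site was higher, the promoter shared by RPS30B, a ribosomal protein gene, and SER1, a gene of serine synthesis, on chromosome XV from 678855 to 679155. It stood at 191% and 159% of 0 min in replicates 1 and 2 (log2 change 0.80, standard error 0.27, limma adjusted p = 0.00545), and was lower at 60 min (-0.64, limma adjusted p = 0.0189), with 63.9% left. With the replicate as a block 4 sites were higher at 10 min, this one and GPD1 (limma adjusted p = 0.0196) among them.

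With genes up to 500 bp away, 3 groups differed from the rest at an unadjusted p under 0.05 without passing the adjusted threshold. The 5 sites of glycolysis and fermentation genes had a median residence time of 20.1 min, with 22.8 min at PGI1, 16.7 min at ENO1 and 8.96 min at GPM1 (permutation test, p = 0.0188, adjusted p = 0.0564). The 7 sites of telomere-proximal gene families that fitted had a median of 7.85 min (permutation test, p = 0.0399, adjusted p = 0.0899), with 6.98 min at PAU6. The 33 subtelomeric sites had 10.3 min against 13.8 min at the others (permutation test, p = 0.0149, adjusted p = 0.0564). They leave out the 63 of 97 sites within 15 kb of a chromosome end that had no fit. RP sites were lower at 10 min in 13 of 115 cases (5 when adjusted over the list alone, 32 with the replicate as a block), against 9 of 18 (12 with the block) for ribosome biogenesis and RNA polymerase genes, and this difference was not tested.

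The ratio of HML-p to MAT-p was 1.69 at 0 min and 1.89 at 5 min, higher at 5 min in both replicates, and then fell, from 1.50 at 10 min to 1.32 at 15, 1.16 at 20, 1.19 at 30, 1.1 at 45 and 0.822 at 60 min (0.810 and 0.834 in the replicates). With the same rate at both promoters, a background of the same signal at both would leave the ratio above 1, and the value of 0.822 argues against it. That value is not divided by the inputs, which held 0.787 times as much HML-p as MAT-p. A background in proportion to the input may account for part or all of the end value and stays open. The 60 min ChIP signal was 0.423 times the input at MAT-p (0.515 and 0.331 in replicates 1 and 2). At HML-p it was 0.438 times (0.515 and 0.361). Both are more than 5 times the median of 0.0757 at the sites that fell but under their 95th percentile. This test is weak, because the percentile covers all sites that fell, whatever share they kept. No biological explanation was tested.

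The longer residence at RP sites may be tied to their higher 0 min signal. After a fit of residence time on the log10 signal, RP sites still had 1.3 times the residence time of the others (permutation within 5 equal groups by signal, p = 0.00024), which argues against signal as the whole cause. From the group with the lowest signal to that with the highest the medians were 11.4, 15.2, 19.3, 18.5 and 17.6 min at RP sites and 8.41, 9.56, 11.6, 14.3 and 14.4 min at others, with 6, 3, 5, 14 and 20 RP sites. The result holds for the fit with a free plateau, and with the plateau fixed at 0 the plain ratio was 1.23 and missed the threshold.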
